# A Gene Expression Signature to Predict Nucleotide Excision Repair Defects and Novel Therapeutic Approaches

**DOI:** 10.3390/ijms22095008

**Published:** 2021-05-08

**Authors:** Rongbin Wei, Hui Dai, Jing Zhang, David J. H. Shih, Yulong Liang, Pengfeng Xiao, Daniel J. McGrail, Shiaw-Yih Lin

**Keywords:** gene expression signature, nucleotide excision repair defects, breast cancer, cancer treatment, novel therapeutic approaches

## Abstract

Nucleotide excision repair (NER) resolves DNA adducts, such as those caused by ultraviolet light. Deficient NER (dNER) results in a higher mutation rate that can predispose to cancer development and premature ageing phenotypes. Here, we used isogenic dNER model cell lines to establish a gene expression signature that can accurately predict functional NER capacity in both cell lines and patient samples. Critically, none of the identified NER deficient cell lines harbored mutations in any NER genes, suggesting that the prevalence of NER defects may currently be underestimated. Identification of compounds that induce the dNER gene expression signature led to the discovery that NER can be functionally impaired by GSK3 inhibition, leading to synergy when combined with cisplatin treatment. Furthermore, we predicted and validated multiple novel drugs that are synthetically lethal with NER defects using the dNER gene signature as a drug discovery platform. Taken together, our work provides a dynamic predictor of NER function that may be applied for therapeutic stratification as well as development of novel biological insights in human tumors.

## 1. Introduction

The hallmark of human cancer can be classified into six biological capabilities: maintaining proliferative signal, evading growth suppressors, resisting cell death, enabling replicative immortality, inducing angiogenesis, and activating invasion and metastasis. Genome instability has been shown as undertaking these events [1]. To sustain genome integrity and keep high-fidelity genetic message transmission, there is a set of complicated repair machinery in response to DNA damage in cells. Numerous structurally unrelated DNA damages were removed by nucleotide excision repair (NER) using a versatile ‘cut and paste’ mechanism [2]. RNA polymerase II stalling in transcriptional genes was generally caused by massive DNA damages containing ultraviolet light (UV)-induced pyrimidine dimers. The transcription-coupled NER (TC-NER) removes stalled RNA polymerase and repairs these damages, initiating by the Cockayne syndrome proteins CSA and CSB/ERCC6. Once RNA polymerase has been eliminated, the Xeroderma pigmentosum (XP) proteins can catalyze DNA damage repair [3]. The global genome NER (GG-NER) is triggered by Xeroderma pigmentosum complementation group C (XPC) and performs by probing the genome for helix-distorting base lesions [4]. GG-NER deficiency predisposes to cancer development, whereas defective TC-NER results in all kinds of diseases, including ultraviolet radiation-sensitive syndrome and severe premature ageing conditions such as Cockayne syndrome [2].

Breast cancer represents the most common types of tumor diagnosed among women and is responsible for the majority of female cancer-related deaths [5]. Striking histopathological characteristics commonly served as prognostic and predictive biomarkers in clinical therapeutic applications [6]. Nevertheless, there is a challenge to understand breast cancer heterogeneity and precisely predict clinical outcomes only depending on these features [7]. Data derived from genome-wide researches have determined defective DNA repair signatures caused by categorizing mutational types, but the impact of these studies has been diluted by uncertainty regarding the molecular origin and clinical relevance of these signatures [8]. Thus, we propose a hypothesis that defective DDR is involved in cancer response by analyzing molecular status.

The NER pathway involves a large amount of proteins that can recognize, verify, signal, and repair DNA damage [2]. It can be used, as an example, to understand the clinical influence of many DDR processes including cell cycle checkpoint, transcriptional responses, and extensive post-translational modifications [9]. Recent studies have uncovered that a number of genes are involved in NER repair [2]. However, the understanding of the molecular mechanism of defective NER generating by gene mutations is still unclear. Here, a transcriptional profiling-based method was established to systematically distinguish common molecular alterations related to defective NER repair and generate defective NER gene signatures. We found that the dNER gene expression signature predicted loss of NER function in both cell lines and primary patient samples. Leveraging this signature, we further identify multiple novel synthetic lethal therapeutic strategies to directly target NER deficient tumors, as well as novel agents to inhibit dNER as a rational combination to sensitize to current standard chemotherapeutic regimens. Taken together, the dNER gene signature established in our study enables prediction of NER capacity to improve personalized medicine approaches as well as our understanding of the NER pathway.

## 2. Results

### 2.1. Generation and Validation of Isogenic NER Deficient Cell Lines

In order to directly probe molecular changes associated with defective NER, we generated isogenic dNER cell lines using non-malignant, genomically-stable, MCF-10A mammary epithelial cells. 

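MCF-10A is a non-malignant human mammary epithelial cell line, and each line made from it carried an shRNA against 1 NER gene or a control shRNA (shCTRL). RNA from shCTRL, shXPA, shXPC, shERCC4, shERCC5 and shERCC6 cells was sequenced after rRNA depletion, with 3 independent biological replicates of each line, 18 libraries in all, and 1 control line. The values are TPM (transcript shares scaled to a fixed total) from kallisto, version 0.43.1 in the submitters' processing notes and a later version in the paper's methods, with hg38 as the genome build, and are given per gene symbol. They list 22031 genes, and each library sums to between 999214 and 999484 TPM. The methods state 20 M raw reads per sample. TPM keep no read depth, so no counting interval or detection limit can be given, and the precision rests on the spread between the 3 replicates. The values were used as deposited, as log2(TPM + 0.5), for the 16382 genes with at least 1 TPM in at least 3 libraries. All 6 groups were fitted together with limma (empirical Bayes with a mean-variance trend, 12 residual degrees of freedom), and each dNER line was compared with shCTRL. A gene was called changed at a q under 0.05 by Storey's method and a fitted linear fold above 1.5. These are the thresholds worded in the paper's methods, whose text does not name the scale of the fold. It names neither a test for these comparisons, beyond its statistics section, nor a filter on low values. With the added 0.5 TPM, fitted fold changes of genes near or under 1 TPM are smaller than the ratio of their TPM. TPM are shares of each library, and the libraries differed in how the shares were spread. The 100 most abundant genes by mean TPM over the 18 libraries held 35.9 ± 1.14% (SD, n = 3) of the TPM in shCTRL and from 40.9 ± 0.777% in shERCC6 to 49.4 ± 8.21% in shERCC4. Since 15 of these libraries are dNER, that ranking favours genes high in the dNER lines. Cytosolic ribosomal protein genes held 7.40% to 8.02% of each shCTRL library and 8.40% to 15.4% of each dNER library. The clone-named entry CTD-2328D6.1 held 26.5% of shERCC4 replicate 1 and 3.45% to 7.58% of every other library. Over all genes tested, the median log2 fold change against shCTRL was -0.33 for the mean of the 5 dNER lines, and median-of-ratios scaling of the libraries moved it to 0.01. Counts of higher and lower genes in each line are therefore given under both. The lists of genes, the rule for the genes named and the comparisons with shCTRL were fixed before the deposited data were examined. Table S1 and the first rows of the paper's supplementary TPM table of these libraries had been seen by then. Tests and settings added later are named as such.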

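mRNA of each NER gene was lower in the line whose shRNA targets it than in shCTRL. XPC, the damage sensor of global genome repair, stood at 44.1% of its shCTRL level in shXPC, ERCC4, the endonuclease subunit that cuts 5' of the lesion, at 40.8% in shERCC4, and ERCC5, which cuts 3' of it, at 51.6% in shERCC5. ERCC6 (CSB), of transcription-coupled repair, stood at 44.0% in shERCC6, and XPA, which holds the repair complex at the lesion, at 67.6% in shXPA. The level of ERCC6 was about as low in the other 4 dNER lines as in shERCC6. On GRCh38, XPA lies on chromosome 9 from 97674909 to 97697357. Its level was 8.86 ± 1.12 (SD, n = 3) TPM in shXPA and 13.1 ± 1.53 TPM in shCTRL, a log2 fold change of -0.54 (standard error 0.163, q = 0.00319 from limma), which passes the q threshold and lies under the fold threshold. With median-of-ratios scaling the log2 fold change of XPA was -0.20 (standard error 0.125, q = 0.0611), so that the fall of XPA no longer passed the test. XPC lies on chromosome 3 from 14145147 to 14178783, with 19.7 ± 4.64 TPM in shXPC and 44.7 ± 3.52 TPM in shCTRL (log2 fold change -1.18, q = 7.69e-06). ERCC4 lies on chromosome 16 from 13920157 to 13952345, with 5.37 ± 0.366 TPM in shERCC4 and 13.2 ± 0.885 TPM in shCTRL (log2 fold change -1.22, q = 6.38e-05). ERCC5 lies on chromosome 13 from 102807146 to 102876001, with 22.3 ± 2.08 TPM in shERCC5 and 43.2 ± 3.50 TPM in shCTRL (log2 fold change -0.94, q = 3.20e-05). ERCC6 lies on chromosome 10 from 49455368 to 49539538, with 11.5 ± 1.63 TPM in shERCC6 and 26.1 ± 1.92 TPM in shCTRL (log2 fold change -1.16, q = 6.99e-05). In each of these 5 comparisons, all 3 libraries of the line lay below all 3 shCTRL libraries. Adjusted over the 25 values of 5 genes in 5 lines, the largest of the 5 adjusted p was 0.0087, for XPA. Against the mean of the other 4 dNER lines, XPA (log2 fold change -0.42, q = 0.00761), XPC (-0.65, q = 0.00105), ERCC4 (-0.48, q = 0.0253) and ERCC5 (-0.69, q = 6.73e-04) were lower in their own line. ERCC6 was not, with a log2 fold change of 0.08 (q = 0.306) and 10.1 ± 3.20 TPM in shXPC, 10.6 ± 2.18 TPM in shERCC5, 10.8 ± 1.18 TPM in shXPA and 12.3 ± 0.675 TPM in shERCC4. ERCC4 stood at 53.7% to 66.2% of its shCTRL level in the 4 lines not aimed at it, and XPC at 60.3% to 84.9%. With median-of-ratios scaling ERCC4 no longer passed the q threshold in shERCC5 (log2 fold change -0.34, q = 0.0711) and shERCC6 (-0.35, q = 0.0897), nor XPC in shERCC5 (-0.20, q = 0.0783), and XPC in shXPA, which had not passed it as deposited (q = 0.096), stood at 0.12 (q = 0.152).

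**Figure D1:**
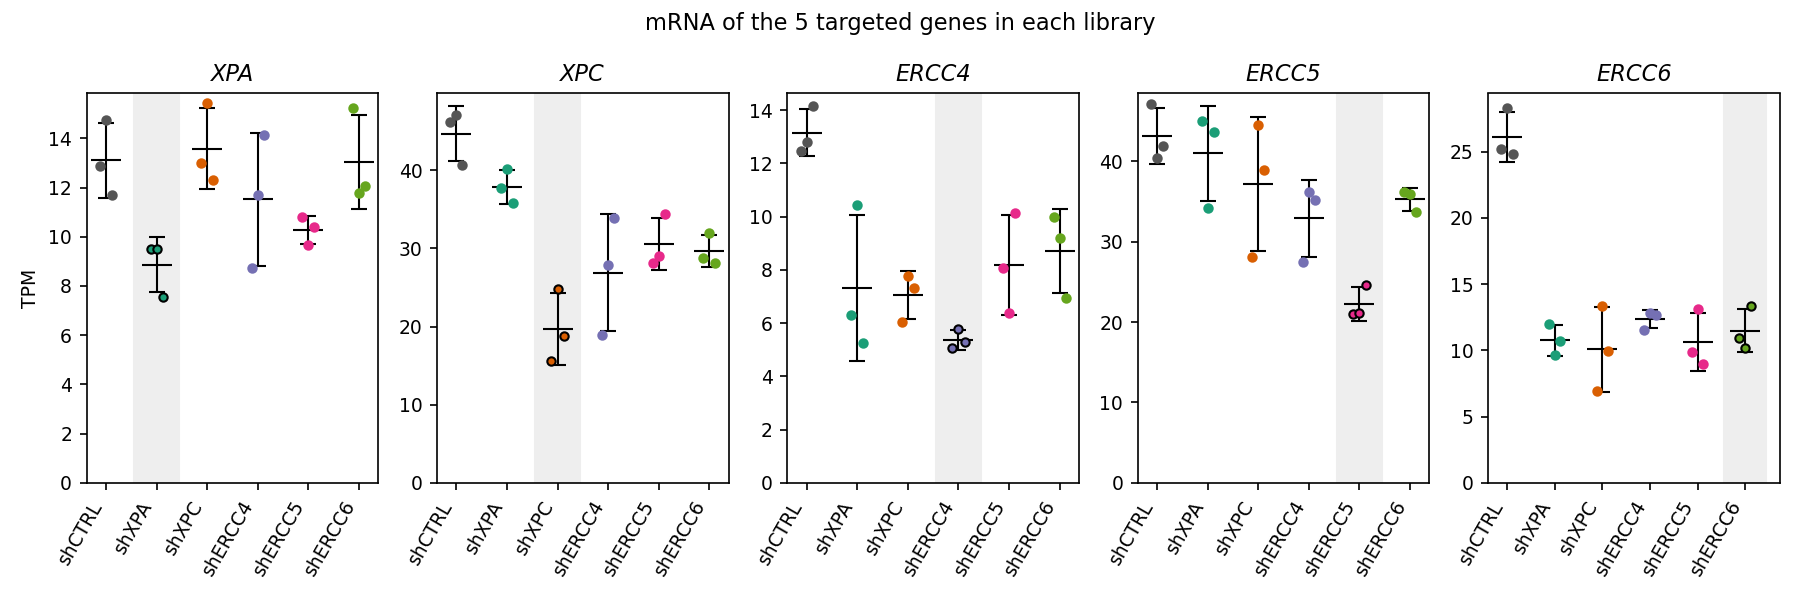
Level of each targeted NER gene (TPM, vertical axis) in the 6 lines (horizontal axis), 1 panel per gene. Points are libraries, the bar is the mean of 3, whiskers are the SD and the grey band marks the line whose shRNA targets the gene. XPA, XPC, ERCC4 and ERCC5 have their lowest mean in their own line, while the means of ERCC6 lie between 10.1 and 12.3 TPM in all 5 dNER lines.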

To induce dNER, we depleted five independent dNER repair genes: XPA, XPC, ERCC4, ERCC5, and ERCC6 (Figure 1A,B). XPA has a key role in coordinating the NER complex owing to its multiple functions in NER repair. XPC serves as a vital DNA damage sensor by stabilizing and assisting the RAD23B, a UV excision repair protein, and centrin 2 (CETN2) in GG-NER machinery [10,11,12]. XPG/ERCC5, a structure-specific endonuclease, either related to transcription Factor II H (TFIIH) or separately, binds to the preincision NER complex [2]. The XPF/ERCC4–ERCC1 heterodimer is directed to the damaged strand by RPA to create an incision 5ʹ to the lesion. CSB/ERCC6 are required for further assembly of the TC-NER machinery, which includes the core NER factors and several TC-NER-specific proteins [13].

To validate that NER was functionally impaired in our model isogenic cell lines, we first analyzed the ability of cells to repair an eGFP plasmid damaged with 400–1200 J/m^2^ of UV light. In this assay, NER capacity is detected as restoration of eGFP expression normalized to a non-damaged transfection control [14]. Across all levels of UV damage analyzed, we found that NER was inhibited in all five dNER cell lines (Figure 1C). To further confirm these results, we next analyzed the ability of isogenic cell line models to survive following exposure to UV light [15] and cisplatin [16]—recovery from both of these requires NER function. While the majority of shCTRL cells were able to recover from exposure to 30 J/m^2^ UV light, as indicated by clonogenic capacity, dNER lines failed to recover from UV damage (Figure 1D). Similar results were obtained following treatment with cisplatin, with all five isogenic dNER lines gaining sensitivity to cisplatin treatment (Figure 1E).

### 2.2. Identification of a Predictive dNER Gene Expression Signature

To understand how deficient NER transcriptionally rewires cells, we performed RNA sequencing on all five isogenic dNER cell line models compared with NER proficient shCTRL cells, and found highly correlated transcriptional changes in all five dNER cell lines (R = 0.51–0.77, Figure 2A). 

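LTF, which encodes the secreted iron-binding protein lactoferrin, showed the largest rise in shXPA and shXPC among genes that passed both thresholds, reached 5 TPM in the line or in shCTRL and had no overlap between the libraries of the line and of shCTRL. Its level went from 0.0249 ± 0.0239 (SD, n = 3) TPM in shCTRL to 181 ± 1.69 and 63.1 ± 5.80 TPM. KRT1, a keratin of differentiating epidermis, rose to 187 ± 18.1 TPM in shXPA from 0.476 ± 0.144 TPM. RRM2, the ribonucleotide reductase subunit made in S phase, fell to 5.97 ± 1.36 TPM in shXPA from 248 ± 31.9 TPM. CTGF, a secreted matrix-associated protein and YAP target, fell to 2.45 ± 0.644 TPM in shXPC from 121 ± 5.32 TPM, and S100A7 (psoriasin) rose there to 829 ± 93.7 TPM from 22.2 ± 2.70 TPM. In shERCC4, IL1RL1, the receptor of interleukin-33, rose to 65.1 ± 19.4 TPM from 2.79 ± 0.334 TPM, and SPRR1A, a precursor of the cornified envelope, fell to 5.84 ± 6.86 TPM from 122 ± 4.39 TPM. In shERCC5, CA9, a carbonic anhydrase induced by hypoxia, rose to 66.3 ± 2.45 TPM from 0.452 ± 0.297 TPM, and the collagen gene COL8A1 fell to 4.81 ± 0.726 TPM from 163 ± 16.7 TPM. In shERCC6, CCNA1, a cyclin, rose to 40.9 ± 0.647 TPM from 4.17 ± 1.08 TPM, and TREM2, a lipid-binding receptor best known from myeloid cells, to 23.9 ± 2.00 TPM from 0.729 ± 0.141 TPM. On GRCh38, LTF lies on chromosome 3 from 46435645 to 46485234 (log2 fold change 8.44 in shXPA, standard error 0.215, q = 2.65e-14 from limma). CTGF lies on chromosome 6 from 131948176 to 131951373 (log2 fold change -5.39 in shXPC, standard error 0.215, q = 3.83e-12). The log2 fold changes of KRT1 and RRM2 in shXPA were 7.59 (q = 5.18e-14) and -5.28 (q = 3.46e-11), and those of IL1RL1 in shERCC4 and CA9 in shERCC5 were 4.28 (q = 1.21e-10) and 6.18 (q = 2.68e-11).
In shXPA, 7020 genes passed both thresholds, 1955 higher and 5065 lower than in shCTRL. The numbers were 7838 in shXPC (1620 higher, 6218 lower), 5772 in shERCC4 (717 higher, 5055 lower), 6269 in shERCC5 (1633 higher, 4636 lower) and 4288 in shERCC6 (1068 higher, 3220 lower). The median log2 fold change of all genes lay between -0.42 (shXPC) and -0.24 (shERCC6). Under median-of-ratios scaling, which brought these medians to between -0.02 and 0.02, the balance turned towards higher genes in every line, with 3121 higher and 2706 lower in shXPA, 3065 and 2548 in shXPC, 1700 and 1664 in shERCC4, 2673 and 2082 in shERCC5, and 1792 and 1587 in shERCC6. Quantile normalization, which like that scaling takes out most of the shift of all genes, left the numbers nearly even, with 2870 higher and 2906 lower in shXPA, 2668 and 2864 in shXPC, 1660 and 1653 in shERCC4, 2330 and 2349 in shERCC5, and 1651 and 1520 in shERCC6, so the side of the balance depends on the normalization.
Across the 16382 genes, the log2 fold changes of shXPC and shERCC5 were the most alike (Spearman's rho 0.82) and those of shXPA and shERCC6 the least (0.51). The other 8 pairs gave 0.784 (shXPA and shXPC), 0.735 (shXPA and shERCC5), 0.716 (shERCC4 and shERCC6), 0.687 (shERCC4 and shERCC5), 0.678 (shERCC5 and shERCC6), 0.63 (shXPC and shERCC4), 0.625 (shXPA and shERCC4) and 0.602 (shXPC and shERCC6). Recomputed from single libraries of the lines against the same shCTRL mean, rho had an SD between 0.0085 (shERCC5 and shERCC6) and 0.079 (shXPA and shERCC4). This SD is over overlapping pairs of libraries and leaves out the spread of shCTRL. Without shCTRL replicate 3, rho of shERCC5 and shERCC6 was 0.7, further from 0.678 than its SD. All 5 lines are compared with the same 3 shCTRL libraries. In 100 simulations all 18 libraries were redrawn around the shCTRL means with no line changed. These gave a mean rho over the pairs of 0.458, at most 0.468. The covariance of the fold changes, 0.318 to 0.705 by pair, exceeded the simulated 0.0498 by 0.268 to 0.655. For shXPA and shXPC, 1144 genes were higher in both, where independent lists of these sizes would share 193.3, and 4158 were lower in both, where independent lists would share 1922. Genes are not independent replicates, and 3 control libraries cannot be divided into separate references of more than 1 library each, so part of the excess may come from the shared controls.

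**Figure D2:**
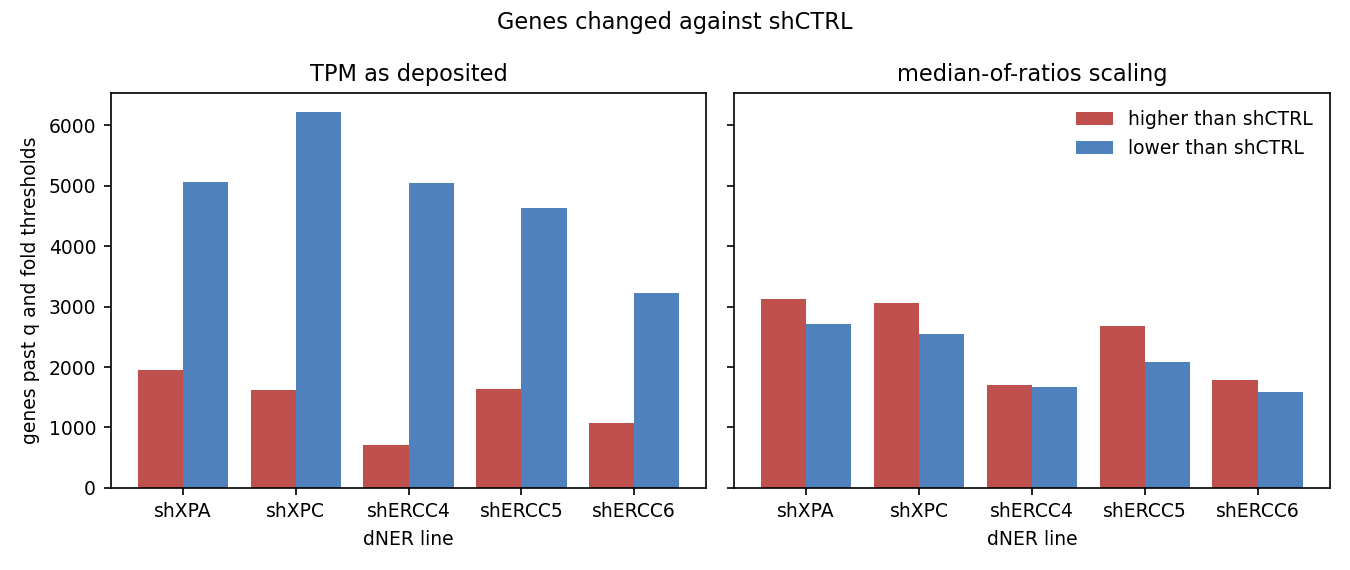
Number of genes past both thresholds (vertical axis) in each dNER line (horizontal axis), with red bars for genes higher and blue bars for genes lower than in shCTRL, from TPM as deposited on the left and after median-of-ratios scaling on the right. In every line the blue bar is the taller one on the left (6218 in shXPC) and the red bar on the right (3065 in shXPC).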

To identify core transcriptional changes associated with NER deficiency, we selected genes with an absolute fold change greater than 1.5 and false discovery rate less than 0.05 in all five cell lines, yielding a 105 gene transcriptional signature (Figure 2B, Table S1). This dNER gene expression signature clearly divided model cell lines both by hierarchal clustering (Figure 2C) and by calculation of a gene expression score (Figure 2D).

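The genes called in all 5 dNER lines included antimicrobial and basal keratinocyte genes that rose, and matrix, actin and YAP target genes that fell. S100A8 and S100A9, whose products form the antimicrobial protein calprotectin, rose from 74.5 ± 4.52 (SD, n = 3) and 174 ± 13.8 TPM in shCTRL to between 583 ± 512 in shERCC4 and 4096 ± 691 in shXPC for S100A8, and between 1271 ± 982 in shERCC4 and 7983 ± 971 in shXPA for S100A9. KRT15, a keratin of basal keratinocytes, rose from 36.0 ± 4.97 TPM to between 179.5 ± 4.40 in shERCC6 and 2029 ± 166 in shXPA. FN1, which encodes fibronectin, fell from 754 ± 33.9 TPM to between 19.9 ± 3.58 in shXPC and 63.0 ± 0.725 in shERCC6, and MYL9, a myosin light chain, from 155 ± 9.76 TPM to between 3.99 ± 1.52 in shERCC4 and 10.7 ± 0.266 in shXPC. On GRCh38, S100A8 and S100A9 lie on chromosome 1 from 153390032 to 153391188 and from 153357854 to 153361027, and their log2 fold changes nearest to 0 among the 5 lines were 2.61 and 2.60 (largest q 1.05e-05 and 1.93e-06 from limma). KRT15 lies on chromosome 17 from 41513743 to 41522529 (log2 fold changes 2.31 to 5.80, largest q 1.16e-04). FN1 lies on chromosome 2 from 215360440 to 215436172 (-5.22 to -3.57, largest q 7.03e-10) and MYL9 on chromosome 20 from 36541484 to 36551447 (-5.17 to -3.79, largest q 3.6e-10). Of the other rising genes, BBOX1, an enzyme of carnitine synthesis, went from 1.04 ± 0.625 TPM to between 15.0 ± 1.47 in shERCC6 and 67.0 ± 4.68 in shXPA, and FGFR3, a fibroblast growth factor receptor, from 7.92 ± 0.610 TPM to between 37.4 ± 20.4 in shERCC4 and 189 ± 1.75 in shXPA. EHF, an epithelial transcription factor, rose from 15.5 ± 1.43 TPM to between 59.0 ± 1.13 in shERCC6 and 234 ± 17.4 in shXPA, and CLCA2, a membrane protein of stratified epithelia, from 27.0 ± 1.11 TPM to between 178 ± 63.2 in shERCC4 and 256 ± 20.2 in shXPA. Of the other falling genes, TAGLN, an actin-binding protein, went from 238 ± 5.86 TPM to between 5.77 ± 0.534 in shERCC5 and 25.5 ± 4.21 in shERCC6, and CYR61, a matrix-associated YAP target, from 159.8 ± 5.27 TPM to between 5.85 ± 0.408 in shXPC and 19.3 ± 2.03 in shXPA. IGFBP3, which binds insulin-like growth factors, fell from 42.7 ± 2.05 TPM to between 1.18 ± 0.151 in shERCC4 and 5.55 ± 1.17 in shXPA. In all, 329 genes were higher and 1561 lower than in shCTRL in every line. Independent lists of the same sizes would share 0.055 higher and 33 lower genes. In 100 simulations that redrew all 18 libraries around the shCTRL means, with no line changed, at most 0 core genes were found. With no gene changed, a q under 0.05 asks for a smaller p than in the data. The simulations therefore do not count what shared noise adds to the real core. Under median-of-ratios scaling 714 genes were higher and 548 lower in every line, and 325 of the higher and all 548 of the lower genes were also core genes without it. Of the 105 genes of Table S1, 97 passed the filter on low values and all 97 were core genes, 13 higher and 84 lower, which is not independent evidence because the study chose them on these libraries. The values of Table S1 are on the log2 scale, with a smallest absolute value of 1.7175. With a threshold of log2 1.5, chosen after the data were seen, 37 genes were higher and 155 lower in every line. From the genes past both thresholds in all 5 lines, the paper takes its set as core changes associated with NER deficiency and uses their average fold change as the coefficients of a score.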

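For the mean of the 5 dNER lines, the lists for cell cycle, matrix, actin, YAP and NRF2 target genes held mostly falling members, and those for epithelial junctions, keratinocytes, NF-kB and acute phase genes and ribosomal proteins mostly rising ones, while single lines differed. Counts are for the mean of the 5 lines against shCTRL at both thresholds unless a line is named, from TPM as deposited unless scaling is named, and those for the mean as deposited were the same adjusted over the list alone unless stated. Of 34 proliferation genes 33 fell and 0 rose, among them CDC6, which licenses replication origins, and the mitotic kinase gene AURKB. CDC6 stood at 43.6 ± 1.46 (SD, n = 3) TPM in shCTRL and from 2.40 ± 0.118 in shXPA to 21.5 ± 2.03 in shERCC6, and AURKB at 90.0 ± 8.91 TPM and from 4.31 ± 0.839 in shXPA to 48.5 ± 2.56 in shERCC6. The fall of the proliferation list differed in size between lines, with a median log2 fold change of -3.29 in shXPA, -2.25 in shXPC, -1.61 in shERCC5, -0.75 in shERCC4 and -0.53 in shERCC6, where 12 of the 34 fell. With median-of-ratios scaling the median was -0.33 in shERCC4, where 10 fell in place of 22, and -0.29 in shERCC6, where 8 fell.
Of 22 YAP and TEAD targets 17 fell and 0 rose, with medians from -1.79 to -1.28 by line. ANKRD1, a YAP target of stretched muscle and other cells, stood at 22.5 ± 0.947 TPM in shCTRL and from 0.172 ± 0.108 in shXPA to 0.724 ± 0.604 in shERCC6. Of 21 TGF-beta response genes 15 fell and 0 rose, among them THBS1, which encodes thrombospondin-1, at 306 ± 25.1 TPM in shCTRL and from 11.2 ± 0.788 in shXPC to 75.3 ± 6.73 in shERCC6. Of 29 mesenchymal genes 25 fell and 0 rose, among them CDH2, N-cadherin, at 19.0 ± 0.991 TPM in shCTRL and from 0.801 ± 0.135 in shXPC to 4.11 ± 0.0948 in shERCC6. Of 18 smooth muscle and actin genes 14 fell and 0 rose, among them FLNA, the actin cross-linker filamin A, at 525 ± 4.84 TPM in shCTRL and from 66.2 ± 7.86 in shXPC to 139 ± 2.41 in shERCC6. Of 31 NRF2 targets 23 fell and 2 rose. TXNRD1, thioredoxin reductase, stood at 394 ± 16.4 TPM in shCTRL and from 28.9 ± 3.32 in shXPC to 73.4 ± 13.3 in shERCC4, and NQO1, a quinone reductase, at 673 ± 27.0 TPM and from 64.6 ± 2.65 in shXPC to 263 ± 19.5 in shERCC6.
Of 37 NF-kB and acute phase genes 22 rose (21 adjusted over the list alone) and 2 fell, among them CD14, the co-receptor for lipopolysaccharide, which rose from 6.92 ± 1.17 TPM to between 20.6 ± 3.63 in shERCC4 and 38.8 ± 2.85 in shXPA. The median of this list was 1.45 in shXPA, 1.68 in shXPC, 0.30 in shERCC5, 0.33 in shERCC6 and -0.02 in shERCC4, where 11 rose and 9 fell and the median was 0.39 with median-of-ratios scaling. Of 24 epithelial junction and simple keratin genes 16 rose and 2 fell, but in shERCC4 4 rose and 6 fell (5 adjusted over the list alone), or 10 rose and 4 fell there with median-of-ratios scaling. RAB25, a small GTPase of epithelial cells, rose in shXPA (28.7 ± 2.74 TPM), shXPC (19.4 ± 3.06 TPM) and shERCC5 (12.1 ± 0.939 TPM) from 2.49 ± 0.223 TPM in shCTRL, while KRT7, a simple epithelial keratin, fell from 3193 ± 107 TPM to between 604 ± 36.3 in shXPA and 1397 ± 63.7 in shERCC6. Of 25 basal keratinocyte genes 14 rose and 6 fell. KRT14, a basal keratin, rose from 719 ± 43.0 TPM to between 1602 ± 321 in shERCC4 and 3934 ± 176 in shERCC6. Of 36 epidermal differentiation genes 20 rose and 10 fell, with a median of 2.15 in shXPC, 1.71 in shXPA, 0.86 in shERCC5, 0.35 in shERCC6 and -1.27 in shERCC4, where 8 rose and 23 fell. Of 48 cytosolic ribosomal protein genes 31 rose and 0 fell (20 rose in shERCC4 and 9 in shERCC6, or 47 and 40 with median-of-ratios scaling), among them RPL30, from 1327 ± 27.6 TPM to between 2443 ± 634 in shERCC4 and 3473 ± 374 in shXPC.
Tested against the other genes with limma's camera at its preset correlation of 0.01, all 11 of these lists passed for the mean of the 5 lines, from an adjusted p of 1.97e-04 (TGF-beta response, median -1.39) to 1.89e-30 (ribosomal proteins, median 0.64). With an estimated correlation none passed, the adjusted p of the 11 lists lying between adjusted p = 0.148 (NF-kB) and adjusted p = 0.341 (TGF-beta response). Under median-of-ratios scaling the medians kept their signs, at -1.32 for proliferation, -1.29 for YAP and TEAD targets, -1.06 for mesenchymal genes, -0.71 for NRF2 targets, 1.17 for NF-kB, 1.24 for epithelial junctions and 1.01 for ribosomal proteins, of which all 48 then rose. The counts of falling genes were then 33 for proliferation, 14 for YAP and TEAD targets, 13 for TGF-beta response (1 rose), 21 for mesenchymal, 8 for smooth muscle and 18 for NRF2 (2 rose), and those of rising genes 27 for NF-kB (2 fell), 18 for epithelial junctions (1 fell), 15 for basal keratinocyte (4 fell) and 22 for epidermal differentiation genes (7 fell). With that scaling and an estimated correlation, NF-kB (adjusted p = 0.00128), YAP and TEAD (adjusted p = 0.00213), mesenchymal (adjusted p = 0.00399), epithelial junction (adjusted p = 0.00595), NRF2 (adjusted p = 0.00709), smooth muscle (adjusted p = 0.0183) and basal keratinocyte genes (adjusted p = 0.0344) passed, as did unfolded protein response genes (adjusted p = 0.0474), which fell (median -0.60). Over 28 lists and 6 comparisons, 95 of 168 tests passed at the preset correlation and 0 with an estimated one (lowest adjusted p = 0.148), or 92 and 47 with median-of-ratios scaling. For the mean of the 5 lines limma called 9957 genes at an unadjusted p under 0.05 from TPM as deposited and 8893 with that scaling. These tests and those of the lists rest on the spread between replicates within lines. With 1 control line they do not measure the spread between lines. Some members are also genes of Table S1, namely 7 of NF-kB, 4 of YAP and TEAD, 4 of NRF2, 3 each of TGF-beta, mesenchymal and basal keratinocyte genes, 2 of smooth muscle and 1 of epidermal differentiation, and for these the lists are not independent evidence. Table S1 had been seen when the lists were set, so the choice of lists and members may follow it. The list tests include these members and were not repeated without them.

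**Figure D3:**
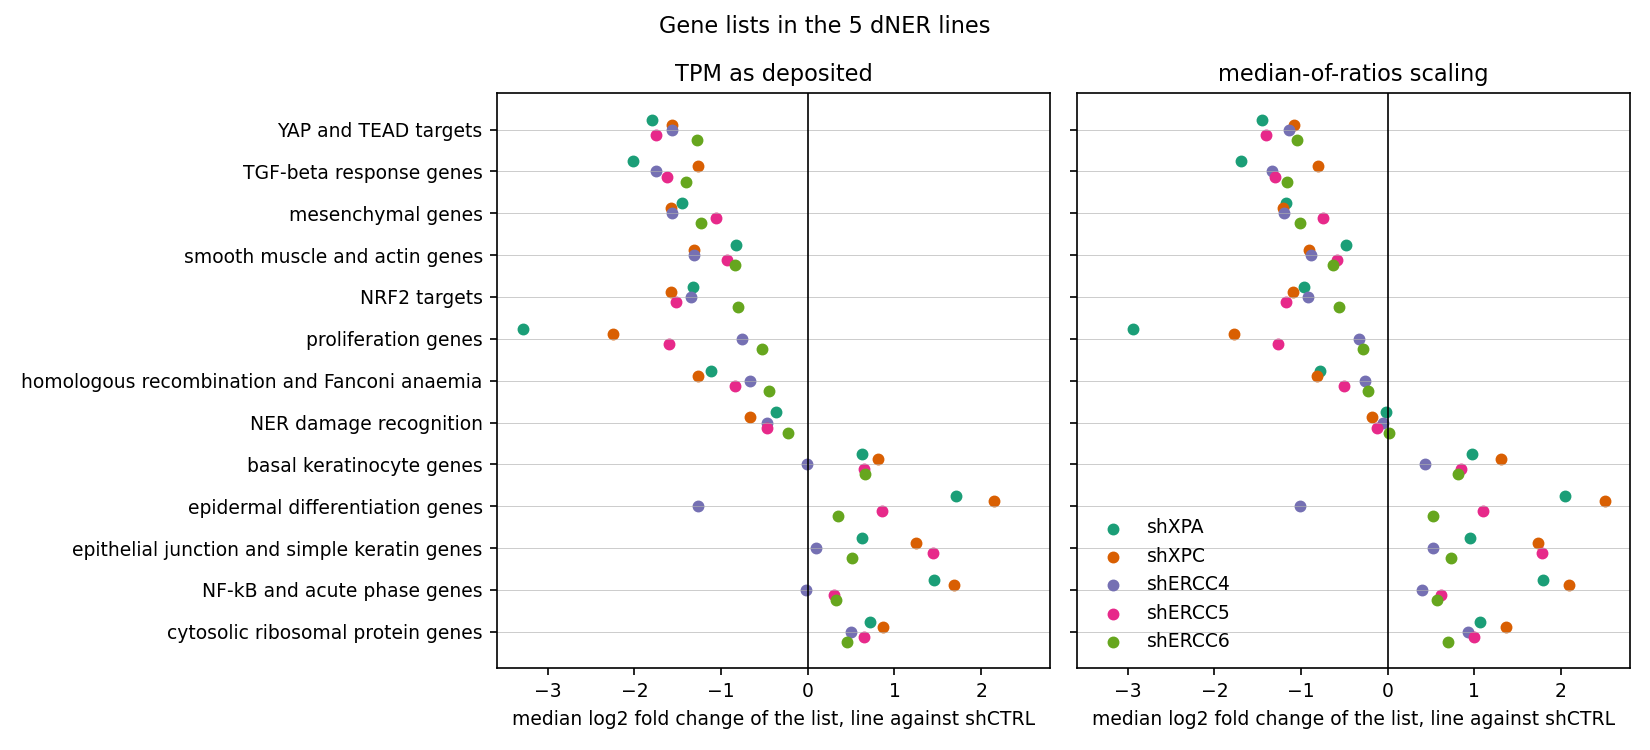
Median log2 fold change against shCTRL (horizontal axis) of 13 lists of genes (vertical axis), with 1 point per dNER line in the colour of the key, from TPM as deposited on the left and after median-of-ratios scaling on the right. Proliferation genes range from -3.29 in shXPA to -0.53 in shERCC6 on the left, and epidermal differentiation genes have a median below 0 in shERCC4 (-1.27) and above 0 in the other 4 lines under both scalings.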

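The score weighs genes by their Table S1 value, of which LTF (lactoferrin), SAA2 (serum amyloid A2), TNFRSF6B (decoy receptor 3), CFI (complement factor I) and SAA4 carry the largest positive ones. MMP9 (a gelatinase), MYL9 (a myosin light chain), S1PR3 (a sphingosine 1-phosphate receptor), THBS1 (thrombospondin-1) and CYR61 carry the largest negative ones. SAA2 rose from 34.1 ± 2.68 (SD, n = 3) TPM in shCTRL to between 169 ± 25.3 in shERCC6 and 1482 ± 259 in shXPC, TNFRSF6B from 1.09 ± 0.254 TPM to between 6.49 ± 1.07 in shXPA and 39.5 ± 2.43 in shERCC5, and CFI from 1.53 ± 0.123 TPM to between 6.76 ± 1.28 in shERCC6 and 26.7 ± 1.12 in shXPA. MMP9 fell from 4.12 ± 0.675 TPM to between 0.0239 ± 0.0241 in shXPA and 0.190 ± 0.174 in shERCC6. The dNER score was computed as in the methods, with the Table S1 values of all 105 genes as coefficients and log2(TPM + 0.5) z-normalized over the 18 libraries. It was -1.96 ± 0.0196 (SD, n = 3) in shCTRL, 0.109 ± 0.0435 in shERCC6, 0.353 ± 0.0996 in shERCC4, 0.470 ± 0.00886 in shXPA, 0.499 ± 0.0152 in shERCC5 and 0.528 ± 0.0309 in shXPC. The lowest dNER library scored 0.068 and the highest shCTRL library -1.94, and the difference of means was 2.35 (exact permutation test, two-sided, p = 0.00123, the smallest p that 3 libraries against 15 can give). This test treats the 18 libraries as exchangeable, but they are replicates of 6 lines with 1 control line. Its p therefore does not measure the spread between lines. Between single dNER lines 3 libraries against 3 cannot give an exact p under 0.1, which 9 of the 10 pairs reached (adjusted p 0.111), and shXPC and shERCC5 gave 0.3 (adjusted p 0.3). Ward clustering of the same z values placed 0 of the 18 libraries on the wrong side of its first split between shCTRL and the dNER lines, at heights of 54.26 for this split and 13.53 for the next, and kept all 6 lines together at 6 clusters. The 105 genes were chosen on these libraries, so neither the score nor the tree is an independent test of them. With coefficients taken from the core genes of 4 lines (1989 to 2864 genes), the line left out scored higher than shCTRL by 2.28 (shXPC), 2.13 (shXPA), 2.07 (shERCC5), 1.70 (shERCC4) and 1.43 (shERCC6), with shCTRL between -1.73 and -1.66. The shCTRL libraries are shared by all 5 of these differences and the genes were chosen against them. In simulations chosen after these differences were seen, with all libraries redrawn and an unchanged line in place of the one left out, that line scored higher than shCTRL by at most 0.137 (20 simulations per line).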

### 2.3. Functional Prediction of dNER in Breast Cancer Cell Lines

In order to assess the functional predictive capacity of our dNER gene expression signature, we calculated dNER scores across a panel of breast cancer cell lines (Figure 3A). From each breast cancer subtype, we selected an NER deficient (D) and NER intact (I) cell line pair for functional analysis: basal/triple negative HCC1806 (D) and MDA-MB-231 (I), luminal MCF7 (D) and MDA-MB-361 (I), and HER2 SKBR3 (D) and MDA-MB-453 (I). Using the NER fluorescence reporter assay, we found NER activity was significantly impaired in predicted NER deficient lines in all three cell line pairs (Figure 3B,C). This impaired NER activity was further validated by dNER cell lines showing impaired recovery from UV exposure (Figure 3D,E and Figure S1) as well as increased sensitivity to cisplatin (Figure 3F,G). Taken together, these results suggest that our dNER transcriptional signature can accurately predict NER functional deficiencies in breast cancer cell lines.

### 2.4. Activity of dNER Signature in Primary Patient Samples

To further validate our signature, we next sought to determine if our dNER signature was predictive in vivo using primary patient samples from The Cancer Genome Atlas (TCGA). First, we assessed if the dNER signature score could predict tumors with mutations in critical NER genes. As breast tumors lacked sufficient tumors with mutated NER genes for this analysis, we focused on gastric cancer, where 8.6% of tumors had mutations in an NER gene. As illustrated by the receiver operating characteristic (ROC) curve in Figure 4A, we observed robust prediction of NER deficient tumors with an area under the ROC curve (AUROC) value of 0.77. At the optimal threshold determined by Youden’s statistic, this corresponded to a 90.6% sensitivity and 44.2% false positive rate, though it is unclear how many theoretical false positives are actually NER defective, but lack any identified mutations in NER genes. As NER defects will lead to increased mutagenesis, we hypothesized that, if theoretical false positive tumors are actually NER defective, they would exhibit similar mutational characteristics as tumors with mutations in NER genes. To evaluate this, we next analyzed the mutagenic processes operative within tumors as quantified by mutational signatures [17] in three distinct groups: (1) “gold-standard” dNER tumors with mutations in NER genes; (2) theoretical false positive dNER tumors predicted to be dNER, but lacking any mutations in NER genes; and (3) tumors predicted to be NER proficient by gene expression and lacking mutations in any NER genes. Comparing changes in mutational signatures between group 1 “gold-standard” dNER tumors and group 2 predicted dNER tumors relative to group 3 NER proficient tumors revealed highly concordant alterations in mutational processes (Figure 4B), indicating that our dNER transcriptional signature is likely predicting NER defects in primary patient tumors. As NER deficiencies sensitize to chemotherapeutics such as cisplatin, we further hypothesized patients with dNER tumors would exhibit better prognosis than those with NER proficient tumors. Consistent with our hypothesis, patients with gastric cancer exhibited improved overall survival if their tumors were predicted to be dNER (*p* = 8.2 × 10^−4^, hazard ratio = 0.46, Figure 4C). Although breast tumors did not harbor significant mutations in dNER genes, the subset of patients with breast cancer with predicted dNER tumors exhibited improved prognosis as well (Figure 4D). These results indicate that our dNER gene expression signature can predict NER defects in primary patient samples.

### 2.5. Prediction of Compounds to Inhibit NER

Given that the dNER gene signature can functionally link transcriptional changes to NER repair deficiency, we asked whether we could identify agents that would induce the dNER gene signature and, thereby, induce sensitivity of cancer cells to DNA damage-inducing treatment such as cisplatin. To this end, we used the Library of Integrated Network-based Cellular Signatures (LINCS), a catalogue of transcriptional alterations induced by treatment with various drugs or other perturbations [18]. We looked for compounds that induced the dNER transcriptional program. Among the top candidates identified was an inhibitor of glycogen synthase kinase 3 (GSK3) (Figure 5A). As GSK has been shown to have tumor-promoting roles in diverse cancers, such as bladder cancer [19], osteosarcoma [20], leukemia [21], and glioblastoma [22], we selected it for further study based on the hypothesis that it may both induce NER defects leading to cisplatin and provide independent tumor killing effects. Initial testing of NER function using the flow reporter assay indicated that inhibition of GSK3 significantly inhibited NER repair (Figure 5B). Combination of GSK3 inhibition with cisplatin led to synergistic activity in three independent NER proficient cell lines (Figure 5C), suggesting it may present a novel combination therapy that could benefit patients.

### 2.6. Identification of Novel Compounds to Treat dNER Tumors

Although dNER tumors exhibit enhanced responses to platinum and other chemotherapies, these therapeutic modalities generally cause undesirable side effects, lessening patient quality of life. We hypothesized the NER defects may lead to novel synthetically lethal therapeutic approaches that would enhance the therapeutic index, resulting in decreased side effects and improved quality of life, much in the way that PARP inhibitors have done for patients with tumors that have deficient homologous recombination DNA repair. Using our previously established algorithm to predict novel therapeutic vulnerabilities [23,24], we identified a series of compounds that may target dNER cells from both CTRPv2 (Figure 6A) and GDSC (Figure 6B) drug sensitivity databases. From CTRPv2, we detected multiple inhibitors of CDK9 predicted to preferentially kill dNER tumor cells. We evaluated this prediction using our isogenic dNER cell lines with an orthogonal CDK9 inhibitor, and found that, while NER proficient shControl cells exhibited minimal loss of viability upon CDK9 inhibition, the drug was toxic to dNER cell lines (Figure 6C). Likewise, evaluating myriocin from the GDSC sensitivity library produced similar results with increased sensitivity in dNER lines (Figure 6D). Finally, we confirmed that both predicted compounds preferentially killed tumor cell lines harboring endogenous NER deficiencies (Figure 6E,F), suggesting these compounds may have therapeutic potential for the treatment of dNER tumors.

## 3. Discussion

Eukaryotic cells are involved in repairing many kinds of DNA lesions. Among the well-known DNA repair processes in humans is NER repair, which specifically can protect against mutations caused indirectly by environmental carcinogens, and then maintain genomic integrity and prevent tumorigenesis. NER repair can remove various structurally unrelated DNA damages such as UV-induced damage. Extreme cancer proneness (xeroderma pigmentosum) or dramatic premature aging (Cockayne syndrome) caused by germline/hereditary NER deficiency illustrate how the importance of NER repair [25]. Owing to the complexity of NER repair, there is an enormous challenge to identify dysfunctional NER repair in human tumors. Here, we established a functional network view of the consequences of defective NER using gene expression profiling. Our studies showed that NER repair components were not independent, but a functional network, involved in cellular integrated NER repair capability. The dNER model can allow us to dynamically monitor the NER repair status by simultaneously considering hundreds of genes and, thereby, allow to validate the functional NER deficiency in a given cellular state independent of an underlying mechanism.

Cisplatin primarily causes DNA lesions by forming intra-strand crosslinks, with the formation of guanine–platinum–guanine and guanine–platinum–adenine adducts [26]. Intra-strand crosslinks caused by cisplatin accounted for 90% of lesions, with additional lesions rarely forming guanine–platinum–guanine inter-strand crosslinks [26]. Nucleotide excision repair (NER) is responsible for the repair of intra-strand DNA crosslinks, while it is considered as single-strand DNA (ssDNA) repair mechanism that is defective in clinical patients with xeroderma pigmentosum [27]. Thus, NER defects may sensitize to cisplatin or other chemotherapeutic modalities. Indeed, we found knockdown genes in an NER repair pathway induced cisplatin sensitivity in our isogenic cell line models as well as cell lines predicted to be NER deficient. Consistent with our cell line results, in gastric cancer patients predominately treated with a platinum-containing regimen, patients with dNER tumors showed improved prognosis compared with predicted NER intact counterparts, with consistent results observed in breast cancer. While both NER and homologous recombination (HR) defects can contribute to chemosensitivity [26,28], additional functional repair assays directly probing the ability of cells to perform NER indicate that our transcriptional signature can predict functional NER defects. Moreover, by identifying drugs that can induce our dNER signature, we found that GSK3 inhibition can sensitize to treatment with cisplatin. We selected GSK3 from among the top candidates as it has been shown to be activated in cancer types including bladder cancer [19], osteosarcoma [20], leukemia [21], and glioblastoma [22], which may provide for monotherapy efficacy as well. As predicted, we found that inhibition of GSK3 both inhibited NER repair capacity and synergized with cisplatin treatment. This synergy is consistent with other works showing that inducing of dNER by targeted inhibition of XPA can sensitize to cisplatin to broaden the usefulness of this chemotherapeutic agent [16].

While dNER tumors have shown sensitivity to platinum agents, we next ask if dNER tumors may have novel synthetic lethal therapeutic vulnerabilities that would not necessitate such strong systemic side effects and improve patient quality of life, much as targeting homologous recombination with PARP inhibitors has down in BRCA1/2 mutant tumors. We identified multiple candidate compounds to target dNER, notably Myriocin/M1177 and CDK9 inhibitors. Myriocin inhibits sphingolipid biosynthesis, which is involved in cell biological processes, including growth regulation, cell migration, adhesion, apoptosis, senescence, and inflammatory responses [29]. Targeting sphingolipid metabolism to activate pro-cell death ceramide signaling and/or inhibit pro-survival sphingosine-1-phosphate (S1P) signaling is done using genetic, molecular, immunological, or pharmacological tools [30]. Myriocin has also been shown to exacerbate consequences of proteotoxic stress [31], which is prevalent in cancer cells [32]. Cyclin-dependent kinase 9 (CDK9), an important regulator of transcriptional elongation, is a promising target for cancer therapy, particularly for cancers driven by transcriptional dysregulation [33]. Previous studies reported that activity of CDK9 was involved in maintaining a high expression level of MDM4 in human cells, and drugs targeting CDK9 might restore p53 tumor suppressor function in malignancies overexpressing MDM4 [34]. Moreover, CDK9 is a promising prognostic marker and therapeutic target in cancers [35], including activity castration-resistant prostate cancers (CRPCs) models [36]. Other studies have shown a therapeutic benefit of combined cisplatin with a CDK9 inhibition, which could be particularly potent in dNER tumors [37]. Future studies probing these novel synthetic lethal interactions in dNER tumors may shed further insight into NER biology.

Thus, taken together, our work identifies a novel transcriptional signature that can predict defects in nucleotide excision repair across patients and cell lines. We leverage this signature to identify novel compounds that may synergize with current platinum-based chemotherapeutic regimens, as well as novel synthetic lethal interactions with loss of NER function. These findings will have implications both for personalized cancer therapies as well as for gleaning a further understanding of NER repair.

## 4. Materials and Methods

### 4.1. Cell Culture and Reagents 

MCF10A cell lines was obtained from American type culture collection (ATCC) and were grown in DMEM/F12 Ham’s Mixture medium supplemented with 5% Equine Serum, 20 ng/mL epidermal growth factor, 10 μg/mL insulin, 0.5 mg/mL hydrocortisone, 100 ng/mL cholera toxin, 100 μg/mL streptomycin, and 100 units/mL penicillin. MCF7, BT549, MDA-MB-468, MDA-MB-231, HCC1806, MDA-MB-461, MDA-MB-453, and SKRB3 cell lines were purchased from ATCC and cultured in appropriate mediums supplemented with 10% FBS, 100 μg/mL streptomycin, and 100 units/mL penicillin according to ATCC guidelines respectively. XPA (D9U5U) Rabbit monoclonal (CST #14607), XPC Polyclonal Antibody (CST#12701), XPF/ERCC4 Rabbit Polyclonal Antibody (Bethyl A301-315A), ERCC5/XPG Rabbit Polyclonal Antibody (Bethyl A301-485A), and ERCC6/CSB Rabbit Polyclonal Antibody (Proteintech Catalog number: 24291-1-AP) were purchased from CST and Bethyl Laboratories company. CDK9 inhibitors LDC000067 (Catalog number: S7461), Myriocin from *Mycelia sterilia* (M1177) (CAS Number 35891-70-4), and SB-216763/GSK inhibitors (Catalog number: S3442) were purchased from Sigma.

### 4.2. Lentiviral Infection and Plasmid Transfection

Mission shRNA lentiviral particles, namely, clones TRCN0000083196 (XPA), TRCN0000307193 (XPC), TRCN0000507788 (ERCC5), TRCN0000016774 (ERCC6), TRCN0000078583 (ERCC4), and mission shRNA non-target control transduction particles, were purchased from Sigma Aldrich. Day 1: MCF-10A cells were counted and then seeded 5 × 10^4^ cells in a six-well plate with fresh media, and each lentiviral construct and control groups were used in triplicate wells. Day 2: half of the old media were replaced by fresh media and 2–15 μL individual lentiviral virus (Sigma) targeting XPA, XPC, ERCC4, ERCC5, ERCC6 was added to each well with 8 μg/mL Hexadimethrine bromide. Then, the six-well plate was swirled lightly to mix and incubated in a humidified 5% CO_2_ incubator at 37 °C. Day 3: we removed the media containing lentiviral particles from the six-well plate, and then added fresh media to a volume of 2 mL to each well. Day 4: we added fresh media with 2 μg/mL puromycin. Day 5 and on: fresh puromycin media were replaced every 3~4 days until the formation of resistant colonies. Finally, the stable resistant cell lines were identified.

### 4.3. Western Blot Analysis

Cells were lysed in urea buffer (8 M urea, 150 mM β-mercaptoethanol, and 50 mM Tris/HCl, pH 7.5), and cleared by centrifugation (14,000× *g* rcf for 15 min at 4 °C). Protein concentration was determined using the bicinchoninic acid assay (BCA). Proteins were separated by gel electrophoresis and transferred to polyvinylidene difluoride membranes, and then probed with the desired antibodies.

### 4.4. NER Repair Analysis

We tested NER repair capacity using fluorescence-based multiplex flow-cytometric host cell reactivation assay (FM-HCR) [14]. In brief, EGFP-C1 (Addgene plasmid # 46956) was irradiated with the indicated dosage of UV light (400–1200 J/m^2^), introducing DNA lesions that block the ability for the plasmid to be transcribed. In NER proficient cells, the UV-induced lesions in EGFP-C1 can be repaired, restoring EGFP expression. Cells were co-transfected with irradiated EGFP-C1 to monitor NER repair and non-irradiated pCMV-tdTomato (Addgene plasmid #30530) as an endogenous transfection control. Transfections were performed using Lipofectamine 3000 per the manufacturer’s instructions. After 72 h, cells were analyzed by flow cytometry. NER repair was determined as the percentage of tdTomato^+^ cells with restored EGFP expression using FlowJo.

### 4.5. Colony Formation Assay

Cells were seeded into six-well plates with fresh media overnight at an appropriate density; the following day, the cells were treated with 30 J UV or the indicated concentrations of drugs. The media was replaced with fresh media every 3~4 days to allow colonies to form. Then, cells were fixed in cold methanol and stained with 0.25% crystal violet at room temperature for 30 min. After washing three times with wash buffer (phosphate-buffered saline, PBS), colonies were counted manually or quantified by ImageJ.

### 4.6. Cell Proliferation Assay

Cells were seeded into a 96-well plate containing 100 µL/well of cell culture medium and incubated overnight before initiation of drug treatment. Seven days later, we added 20 ul of PrestoBlue substrate (2 mg/mL) to each well and incubated them at 37 °C incubator for 2~4 h; viability was detected using a fluorescent plate reader with 560 nm excitation. After subtraction of background, the cell viability was calculated relative to vehicle control (DMSO) cells.

### 4.7. Drug Combination Studies

For drug combination studies, the results were gained using the PrestoBlue™ Cell Viability assays in triplicate. The combination index (CI) was analyzed following the User’s Guide of the CompuSyn software using the combination index (CI)-isobologram equation, which indicated the all dose–effect curve [38]. The equation allowed researchers to quantitatively define drug interactions, where CI < 1 indicated synergism, CI = 1 indicated additive, and CI > 1 indicated antagonism.

### 4.8. RNAseq Analysis and Signature Generation

RNA was isolated from three independent biological replicates using a QIAgen RNeasy kit and sequenced by NovoGene. The sequencing samples were performed 20 M raw reads/sample. Library type: 250~300 bp was inserted into cDNA library, and we performed double-stranded cDNA sequencing and rRNA depletion. RNAseq FASTQ files were quantified using kallisto v0.44.0 [39] and are available in Table S1. The dNER gene expression signature (Table S2) was taken as genes with FDR <0.05 (as assessed by Storey method) and absolute fold change values >1.5. Coefficients were determined as the average fold change value from all five cell lines. Signature score was calculated by summing over the product of the gene coefficient and z-normalized log-transformed gene expression value, normalized to the sum of the absolute value of the gene coefficients. Hierarchical clustering was performed using Ward linkage.

### 4.9. TCGA Analysis

All TCGA data were downloaded using the TCGA data portal (https://portal.gdc.cancer.gov/) from the Pan-Caner Atlas release (April 2018). Mutation signature scores were acquired from Knijnenburg et al. [40]. The optimal threshold to stratify tumors by NER status was determined by Youden’s index with bootstrapped confidence intervals. Survival was assessed by log-rank test.

### 4.10. Prediction of Drugs to Inhibit NER and Novel dNER-Targeting Drugs

To identify drugs that may inhibit NER, we utilized the LINCS ConnectivityMap data to evaluate if any of over 80,000 perturbagens evaluated may induce our dNER signature. All analysis was performed on clue.io using default parameters. We used our previously established algorithm to predict novel therapeutic vulnerabilities in dNER tumor cells [23,24]. In brief, breast cancer cell lines were divided by gene expression-predicted NER status by dNER score, classifying dNER as the upper quartile of dNER scores. Matched drug sensitivity data acquired from either CTRPv2 [41] or GDSC [42] were then used to predict drugs that preferentially killed dNER tumor cells. Gene expression data were acquired from the Cancer Cell Line Encyclopedia [43].

### 4.11. Statistics

Unless otherwise noted, all experiments were performed in biological triplicates and statistical significance assessed by Student’s *t*-test. Survival was assessed by log-rank test.

## 5. Conclusions

In this work, we used isogenic model cell lines to identify a gene expression signature for nucleotide excision repair defects (dNER) from core transcriptional changes associated with loss of NER function. We validated that our dNER signature can functionally predict NER defects both in cell lines using functional assays, as well as in patient samples using known mutations in NER genes and survival readouts. Critically, the dNER cell lines we identified lacked mutations in NER genes, suggesting the prevalence of NER may be underestimated in cancer. We further leverage this signature to identify and validate novel synthetic lethal drugs with NER deficiency, as well as potential agents to synergize with current chemotherapeutic treatment strategies by inducing NER defects. We feel the implications of this work, for both the fundamental study of NER as well as advancing personalized medicine approaches.

## Figures and Tables

**Figure 1:**
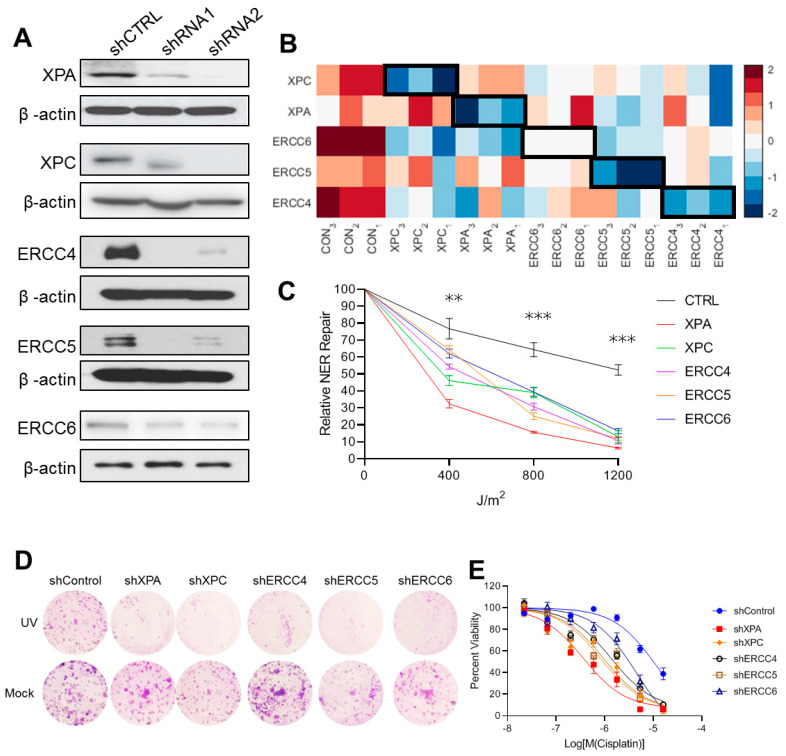
Characterization of isogenic deficient nucleotide excision repair (dNER) model cell lines. (**A**) Western blots demonstrating knockdown of NER genes. (**B**) Heatmap showed the knockdown effect of NER-related genes by RNAseq analysis. (**C**) Measurements of DNA repair capacity (DRC) by fluorescence-based multiplex flow-cytometric host cell reactivation assay (FM-HCR); DNA lesions are introduced into fluorescent reporter plasmids in vitro normalized to a transfection efficiency control. Numbers labeling the plasmids represent the dose (in joules per square meter) of UV radiation. After 48 h incubation, cells were assayed for fluorescence by flow cytometry. ** *p* < 0.01, *** *p* < 0.001. (**D**) Representative colony formation assays with defective and intact breast cancer cell lines. Anchorage-independent colonies were treated with 30 J/m^2^ UV treatment and grown for 7 days before replacing the media for 14 additional days. (**E**) The indicated cancer cell lines were treated with cisplatin for 5 days before assessing cell viability. Each value is relative to the value in the cells treated with vehicle control. Results are shown as mean ± s.e.m. from three independent experiments.

**Figure 2:**
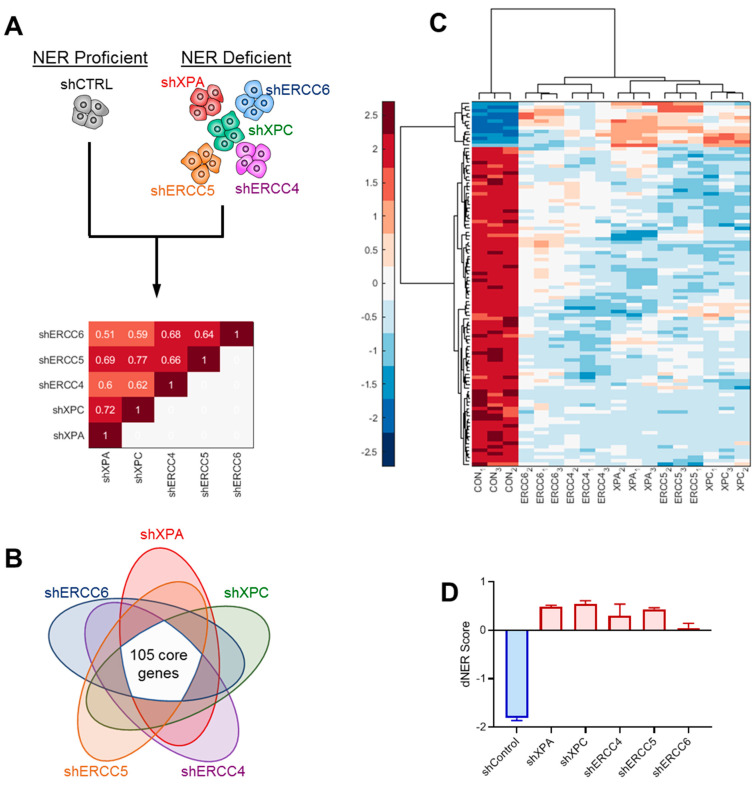
Generation of dNER gene expression signature. (**A**) RNAseq analysis comparing NER proficient shCTRL cells to various NER deficient isogenic cell lines. Correlogram indicates Spearman correlation coefficient for gene expression changes in indicated cell lines relative to shCTRL cells. (**B**) Venn diagram showing 105 core genes differentially regulated with an FDR <0.05 and fold change >1.5 in all five model cell lines selected for dNER gene expression signature. (**C**) Hierarchal clustering using genes from the dNER gene expression signature. (**D**) dNER score in MCF10A knockdown cell lines.

**Figure 3:**
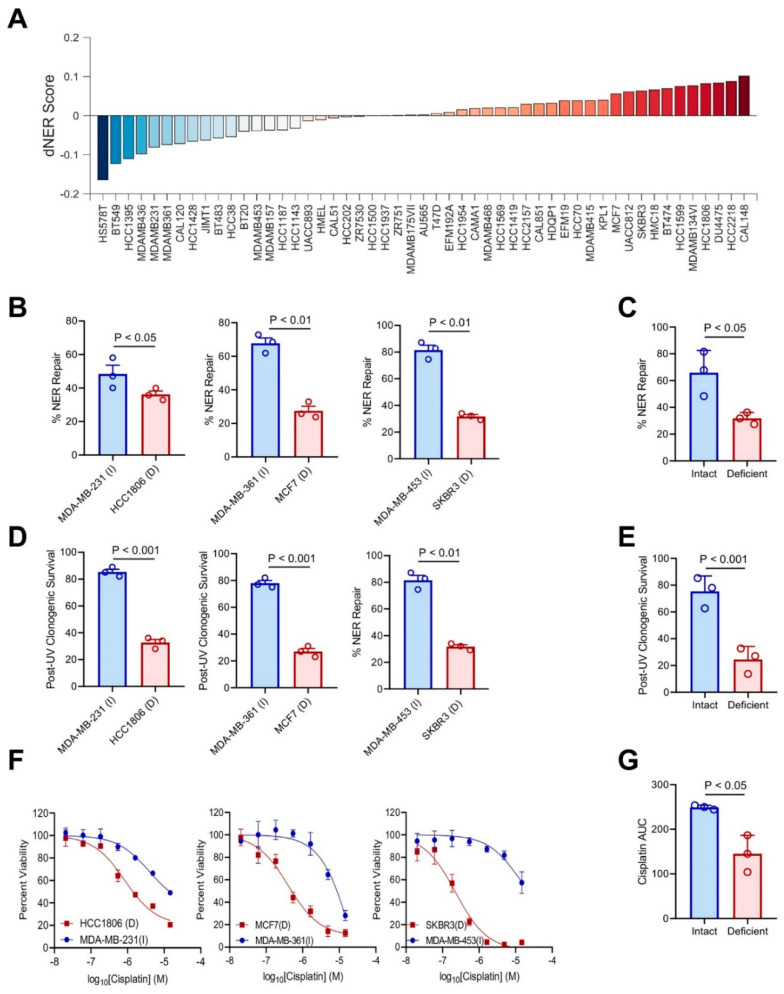
The dNER gene expression signature predicts NER function in breast cancer cell lines. (**A**) dNER score in a panel of breast cancer cell lines. (**B**) NER functional reporter assay as described in Figure 1C performed in an NER deficient (D) and NER intact (I) cell line pair from each breast cancer subtype: basal/triple negative HCC1806 (D) and MDA-MB-231 (I), luminal MCF7 (D) and MDA-MB-361 (I), and HER2 SKBR3 (D) and MDA-MB-453 (I). Each dot represents an independent biological replicate. (**C**) Combined data from 3B, with each dot representing the average of an individual cell line. Paired *t*-test. (**D**) Clonogenic capacity following UV radiation at 30 J/m^2^ compared with mock treatment in cell lines from (B). Each dot represents an independent biological replicate. (**E**) Combined data from (D), with each dot representing the average of an individual cell line. Paired *t*-test. (**F**) Sensitivity of cell lines from (B) to cisplatin treatment. Data plotted as mean+/-s.e.m. of three independent biological replicates. (**G**) Combined data from (F), with each dot representing the area under the viability curve of an individual cell line. Paired *t*-test.

**Figure 4:**
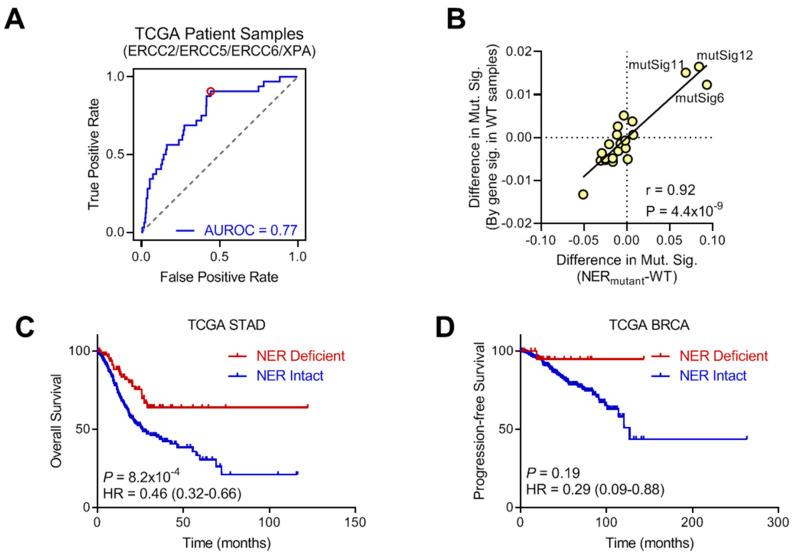
Prediction of NER function in primary patient tumors. (**A**) ROC curve for prediction of gastric tumors with mutation in NER genes by dNER gene expression score. (**B**) Correlation between alterations in mutational signatures in either tumors with mutations in NER genes (*x*-axis) compared with tumors with NER mutations predicted to be NER deficient by gene expression (*y*-axis). Pearson correlation coefficient. (**C**) Overall survival of patients with gastric cancer, stratified by predicted NER function. Log-rank test. (**D**) Progression-free survival of patients with breast cancer, stratified by predicted NER function. Log-rank test.

**Figure 5:**
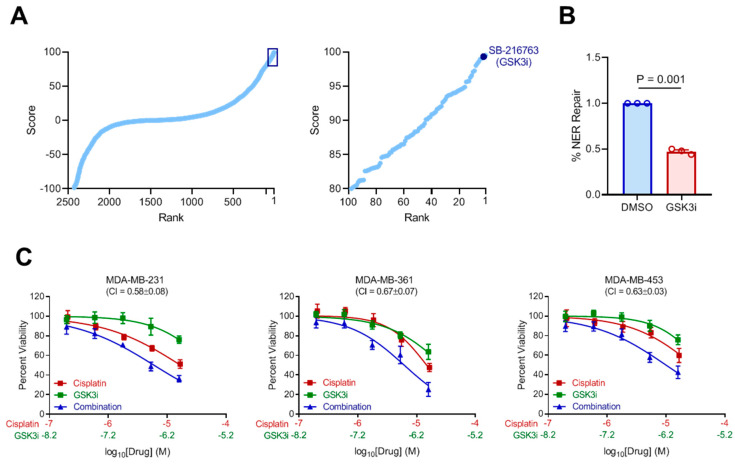
Inhibition of glycogen synthase kinase (GSK) impairs NER function. (**A**) Prediction of compounds that induce the dNER gene expression signature using LINCS identifies GSK inhibition as a top candidate. (**B**) NER functional assay as described in 1C following treatment with 100 nM GSK3 inhibitor SB-216763. (**C**) The indicated cancer cell lines were treated with DMSO, cisplatin, GSK3bi, or a combination thereof for 5 days before assessing cell viability. Results are shown as mean ± s.e.m. from three independent experiments.

**Figure 6:**
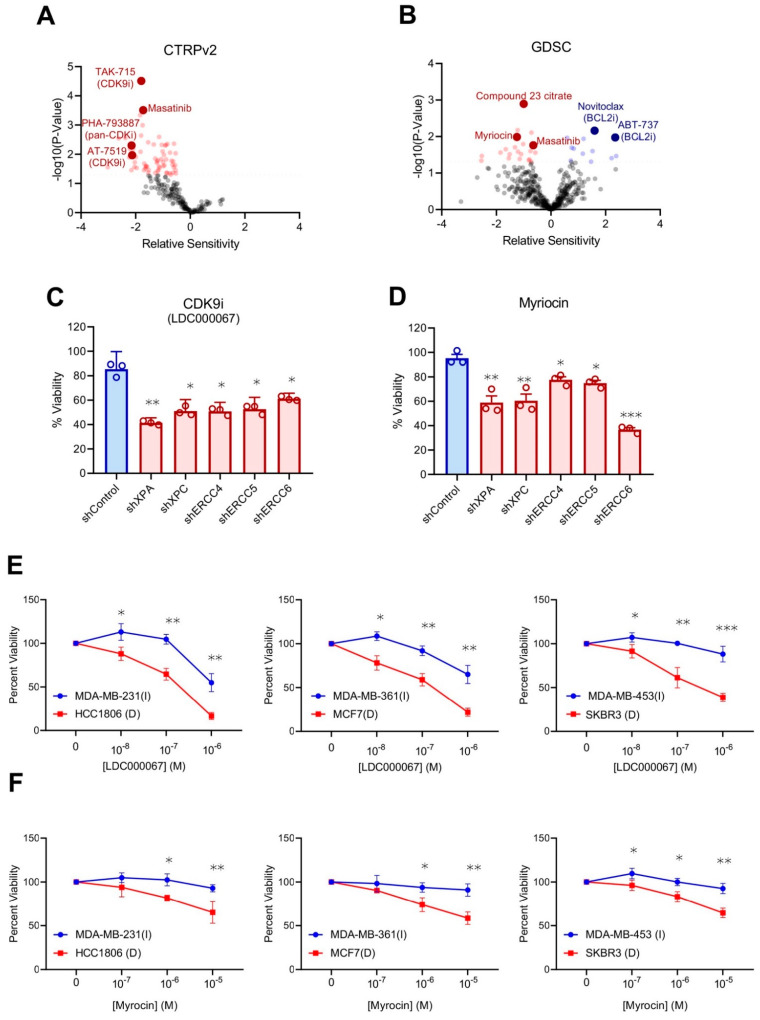
Discovery of novel therapeutic strategies for dNER tumors. (**A**) Prediction of drug responsiveness by dNER gene-expression signature in CTRPv2 cancer cell lines, where negative values indicate increased predicted sensitivity. (**B**) Prediction of drug responsiveness by dNER gene-expression signature in GDSC cancer cell lines, where negative values indicate increased predicted sensitivity. (**C**) Viability of MCF10A isogenic model cell lines treated with 1 μM CDK9 inhibitor LDC000067 for 5 days. Each value is relative to the value in the cells treated with vehicle control. Results are shown as mean ± s.e.m. from three independent experiments. (**D**) Viability of MCF10A isogenic model cell lines treated with 1 μM Myriocin for 5 days. Each value is relative to the value in the cells treated with vehicle control. Results are shown as mean ± s.e.m. from three independent experiments. (**E**) NER deficient (D) and intact (I) cell lines from 3B were treated with the indicated dosages of CDK9 inhibitor LDC000067 for 5 days. Each value is relative to the value in the cells treated with vehicle control. Results are shown as mean ± s.e.m. from three independent experiments. (**F**) NER deficient (D) and intact (I) cell lines from 3B were treated with the indicated dosages of Myriocin for 5 days. Each value is relative to the value in the cells treated with vehicle control. Results are shown as mean ± s.e.m. from three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Data Availability

All data are available in Supplementary Tables or are previously published and publically accessible. The RNAseq data were deposited in GEO database and accession numbers is GSE168861.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22095008/s1.

# Supplementary material for: A Gene Expression Signature to Predict Nucleotide Excision Repair Defects and Novel Therapeutic Approaches
**Source:** Int J Mol Sci. 2021 May 8;22(9):5008. doi: 10.3390/ijms22095008
**Supplement:** Supplementary file 1

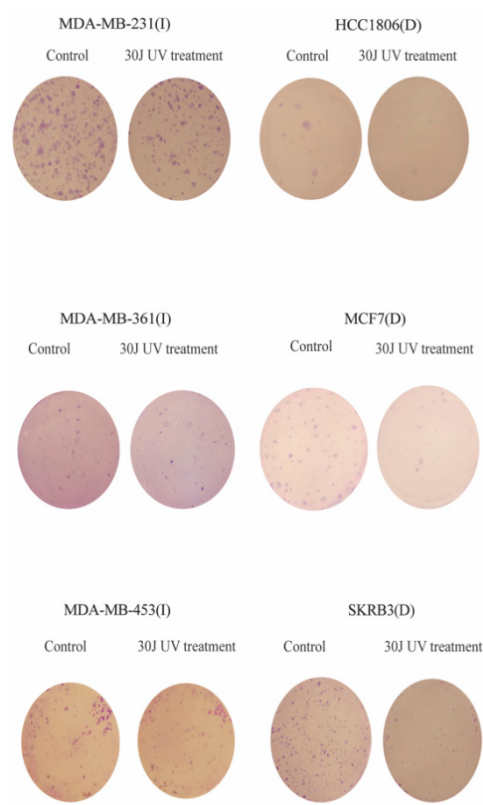

Figure S1. Representative colony formation assays with defective and intact breast cancer cell lines. Anchorage-independent colonies were treated with 30 J UV/m² treatment or cisplatin and grown for 7 days before replacing the media for 14 additional days. Results are shown as mean $\pm$ s.d. from three independent assays.

How the deposited data were processed for this re-analysis (not part of the article)

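RNA from 6 MCF-10A lines, a control (shCTRL) and lines carrying an shRNA against XPA, XPC, ERCC4, ERCC5 or ERCC6, was sequenced by the authors after rRNA depletion, with 3 biological replicates of each line. The deposited processed values are TPM from kallisto per gene symbol for 18 libraries and 22031 genes, with hg38 as the genome build. Each library sums to 999214 to 999484 TPM, and the paper's text names no scaling between libraries. The paper's text does not name the transcript annotation or how transcripts were summed to genes. Symbols were matched to GENCODE release 29, on GRCh38, for gene positions alone, and 17820 of 22031 matched. TPM hold no read depth, so counting intervals, detection limits and a model of counts could not be had, and precision is given as the SD over 3 replicates.

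Analyses used R 4.3.3 with limma 3.58.1, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with at least 1 TPM in at least 3 libraries (16382 genes) were tested on log2(TPM + 0.5). One limma fit with a coefficient per line and 12 residual degrees of freedom gave moderated tests (empirical Bayes with a mean-variance trend) of each dNER line against shCTRL, of the mean of the 5 lines against shCTRL and of each dNER line against the mean of the other 4. Storey's q used lambda 0.5, and since most genes changed, a q can lie below its p. A gene was called at a q under 0.05 and a fitted fold above 1.5. The fall of a targeted gene in its own line was judged by q alone. Core genes passed both thresholds in the same direction in all 5 lines, and the same rule was applied with each other line as the reference. Correlations are Spearman's rho of log2 fold changes across the genes tested. For the noise of shared control libraries, 100 simulations redrew all 18 libraries, shCTRL included, around the shCTRL means with the fitted spread. Lists of related genes (31 fixed, 28 with at least 5 tested members) were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with adjusted p values over 28 lists and 6 comparisons. Both these p values and the q values rest on the spread between replicates within lines, not on that between lines. Mean differences of the dNER score were tested by exact permutation. The pipeline was tested on simulated data, where it recovered 86% to 89% of genes changed by log2 1 and 98% to 99% of those changed by log2 2 in each comparison, with 3 to 17 false calls and 0 false core genes.

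Replicate numbers showed no clear pairing of the libraries of different lines. Deviations from the line means had a median correlation of 0.00704 between libraries of the same number and -0.00144 between those of other numbers. Of 18 libraries 9 were closest to one of their own number, a count that was not tested against chance. No replicate block was therefore fitted, and its effect is given as an alternative. The genes named are drawn from those the paper's text names, the genes with the largest changes in each line and in each line against the others (all libraries of the line on 1 side of the reference libraries, at least 5 TPM in the line or the reference), the 12 rising and 12 falling core genes with the largest fold change nearest to 0, the genes with the 5 largest and 5 smallest values of Table S1, and up to 4 members of each list by their q. Table S1 and the first rows of the paper's supplementary TPM table of these libraries had been seen when this rule was set. Alternatives were pseudocounts of 0.1 and 1, no filter and a filter of 5 TPM, median-of-ratios scaling, quantile normalization, the fold threshold inside the test, unmoderated spread, Benjamini-Hochberg in place of Storey's method, separate fits per line, a replicate block, other correlation measures and leaving out each library. Leaving out both clone-named entries, thresholds of log2 1.5, a pseudocount of 0.1 without a filter and the simulations of the held-out score were added after the data were seen. The drug response, protein, cell survival, cell panel and patient data of the paper were not analysed here.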

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

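The tests of shared-control noise and of a single control line, and the choice of the lists named for single lines, were made after the results were seen, while the counts over other splits of the libraries were planned.

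The 5 dNER lines also differed from each other, by limma's test of each line against the mean of the other 4 at the same thresholds. In shXPA 3136 genes differed (1715 higher, 1421 lower), led by the keratin KRT1 (log2 fold change 5.97) among rises and with RRM2, a ribonucleotide reductase subunit, among falls (-3.17). In shXPC 2122 genes differed (825 higher, 1297 lower), with SPRR2E, a precursor of the cornified envelope, among rises (4.35) and CAMK2B, a calmodulin-dependent kinase, among falls (-2.82). In shERCC4 2113 genes differed (594 higher, 1519 lower), with IL1RL1 among rises (3.52) and S100A7 (psoriasin) among falls (-6.00). In shERCC5 1028 genes differed (723 higher, 305 lower), with the tight junction gene CLDN4 among rises (3.60) and the mitochondrial superoxide dismutase SOD2 among falls (-2.09). In shERCC6 2974 genes differed (1974 higher, 1000 lower), with CCNA1 among rises (2.79) and LTF among falls (-3.91). With median-of-ratios scaling the balance turned in shXPC (1206 higher, 766 lower) and shERCC6 (1119 higher, 1536 lower) and stayed on the same side in shXPA (1656 and 1563), shERCC4 (776 and 1352) and shERCC5 (720 and 381). The side in shXPA is not settled, since quantile normalization gave 1534 higher and 1590 lower and leaving out both clone-named entries 1573 and 1694, nor are those in shXPC and shERCC6, where quantile normalization gave 1055 and 918 and 1200 and 1152 and leaving out both entries 814 and 1689 and 1774 and 1165. Of 100 regroupings of the 15 dNER libraries, the real one included, 1 gave as many genes for shXPA (highest other 2037), 2 for shXPC (2876), 1 for shERCC4 (1562), 2 for shERCC5 (1342) and 1 for shERCC6 (1343). A regrouping breaks up the replicates of a line, so these shares show that libraries of a line are alike. They cannot exclude chance differences between lines. The regrouping with 2876 genes put all 3 shXPA libraries in the group, and those with the highest other counts for the remaining lines held 2 libraries of 1 line, so these counts follow the structure of the lines.

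For the lists below, limma's camera passed at its preset correlation and most of the members were called 1 way, both as deposited and scaled, and the value is the median log2 fold change against the mean of the other 4 lines. Over 28 lists and 5 lines, 54 of 140 such tests passed in both and 14 met this rule, while 0 passed with an estimated correlation (lowest adjusted p = 0.0914). Epidermal differentiation genes were higher in shXPA (1.332, 24 rose and 4 fell of 36) and shXPC (1.824, 28 and 1) and lower in shERCC4 (-2.802, 0 and 33), with adjusted p = 0.284, adjusted p = 0.0914 and adjusted p = 0.0914 with an estimated correlation. NF-kB and acute phase genes were higher in shXPA (0.654, 22 rose and 2 fell of 37) and shXPC (0.876, 22 and 0) and lower in shERCC4 (-0.73, 0 and 22), with adjusted p = 0.284, adjusted p = 0.0951 and adjusted p = 0.284 with an estimated correlation. Proliferation genes were lower in shXPA (-2.128, 33 of 34 fell) and shXPC (-0.748, 26 fell) and higher in shERCC4 (1.342, 31 rose) and shERCC6 (1.532, 34 rose), with adjusted p between 0.221 and 0.449 with an estimated correlation. Epithelial junction and simple keratin genes were lower in shERCC4 (-0.925, 14 of 24 fell) and higher in shERCC5 (0.73, 13 rose), with adjusted p = 0.284 for both with an estimated correlation. In shXPA, NER gap filling and ligation genes (-0.597, 8 of 14 fell) and cholesterol synthesis genes (-1.073, 15 of 21 fell) were lower, with adjusted p = 0.284 for both with an estimated correlation.

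The shCTRL line stood apart from all 5 dNER lines: 1793 core genes lie outside Table S1, which the paper does not report (117 at a threshold of log2 1.5, the scale of Table S1, and 73 to 240 by setting at that threshold), and taking each line in turn as the reference gave 1890 genes for shCTRL, 655 for shXPA, 223 for shXPC, 224 for shERCC4 (349 without shERCC4 replicate 3), 90 for shERCC5 and 87 for shERCC6. Independent replicate noise in shared control libraries is argued against as the sole source of the core. In 100 simulations that redrew all 18 libraries around the shCTRL means, with no line changed, the core held at most 0 genes. How many core genes such noise adds in the data was not measured, since with no gene changed the q threshold asks for a smaller p. The simulations do not cover a trait that the 3 real shCTRL libraries share. Of 100 regroupings of the 18 libraries, 2 gave a core as large as 1890. They were the real one and one of 2128 genes that also had all 3 shCTRL libraries as its reference, while the others gave at most 1. For the other 5 lines as the reference 1 of 100 gave as many genes (highest others 1, 1, 4, 4 and 1). These shares show that the replicates of a line are alike, and they cannot exclude chance differences between lines. A state of the single shCTRL line or of its cultures stays open: as deposited no other line as the reference gave more than 655 genes, and with median-of-ratios scaling shXPA gave 718 beside 1262 for shCTRL, but with 1 control line such a state cannot be told apart from the common effect of depleting NER genes. A biological difference, the loss of NER that all 5 dNER lines are designed to share, stays equally open and could be tested with a second control line.

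Each line against shCTRL has 6 libraries and 10 splits, too few for a share under 0.05: 1 of 10, the real one, gave as many genes in each line, with 7020, 7838, 5772, 6269 and 4288 genes in shXPA, shXPC, shERCC4, shERCC5 and shERCC6 and at most 1, 2, 1, 1 and 1 in the others. The 95 list tests that passed against shCTRL were reached by 1 of 100 regroupings, the real one, but the highest other gave 94 with 2 shCTRL libraries in its reference and regroupings with 0 or 1 gave up to 75, so this count does not set the real grouping apart from the others.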

How the results depend on the processing

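Leaving out both clone-named entries, thresholds of log2 1.5 and the pseudocount of 0.1 without a filter were chosen after seeing the data; the other alternatives were planned. Of the main results under these alternatives, 1005 values were kept, 103 moved, 2 lost their call and 0 reversed. Some of the kept values could not move, since correlations do not depend on the adjustment of p or on a balanced replicate block. The core count also enters again as the count with shCTRL as the reference. Kept means within 1.5 times for counts and within 1 SD for correlations and the held-out score difference. That SD is over single libraries of the lines and leaves out the spread of shCTRL. Fold changes of the targeted genes and the score difference were judged by sign and call alone, whatever their size. With median-of-ratios scaling XPC in shXPC stood at -0.697, ERCC4 in shERCC4 at -0.808 and ERCC5 in shERCC5 at -0.598, all nearer to 0 and counted as kept. A change of sign where neither value passed counts as kept. The lost call is XPA in shXPA, at -0.204 (q = 0.0611) with median-of-ratios scaling and -0.184 (q = 0.0825) with quantile normalization, whose construction removes the shift of all genes. For the values that moved, the cause was not tested. Over 782 pairs of a named gene and a comparison, called or not (fewer where a setting lacks a gene or comparison), median-of-ratios scaling ended 104 calls and added 6, quantile normalization ended 106 and added 7, leaving out both clone-named entries ended 28, unmoderated spread ended 11 and left 721 as they were, and any other setting changed at most 6. The 18 runs that leave out 1 library ended 62 and added 49 calls in sum, with 13965 pairs unchanged. A replicate block gave 7030, 7850, 5797, 6278 and 4315 genes in shXPA, shXPC, shERCC4, shERCC5 and shERCC6, 1893 core genes and 94 lists. TPM hold no depth, so what depth limits could not be measured.

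Counts that moved were those of shERCC4 with median-of-ratios scaling (3364) and quantile normalization (3313), which also gave 1219 core genes, the same 1219 for shCTRL as the reference, and 145 for shERCC4 as the reference. With the fold threshold inside the test, shXPA, shXPC, shERCC4, shERCC5 and shERCC6 had 3074, 3436, 1365, 2007 and 775 genes and the core 352. With a threshold of log2 1.5 they had 1708, 1656, 780, 1169 and 611 genes and the core 192, or 290 with a pseudocount of 0.1, 340 without a filter as well, 247 with unmoderated spread besides, 134 with a pseudocount of 1 and 180 with median-of-ratios scaling. With an estimated correlation 0 of 168 list tests passed, or 47 with median-of-ratios scaling as well.

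Correlations of shXPA with shXPC, shERCC5 and shERCC6 were 0.752, 0.705 and 0.489 with a pseudocount of 0.1, and those of shXPC with shERCC5 and shERCC6, shERCC4 with shERCC6 and shERCC5 with shERCC6 were 0.79, 0.584, 0.69 and 0.651. With a pseudocount of 1, shXPA with shXPC and shERCC5, shXPC with shERCC5 and shERCC5 with shERCC6 gave 0.802, 0.753, 0.836 and 0.692. Without a filter shXPA with shERCC6 gave 0.531. With a filter of 5 TPM, shXPA with shXPC and shERCC5, shXPC with shERCC5, shERCC4 with shERCC6 and shERCC5 with shERCC6 gave 0.814, 0.761, 0.853, 0.76 and 0.701. With median-of-ratios scaling, shXPA with shXPC, shERCC5 and shERCC6, shXPC with shERCC5 and shERCC6 and shERCC5 with shERCC6 gave 0.761, 0.714, 0.489, 0.802, 0.584 and 0.661. With quantile normalization, shXPA with shXPC and shERCC5 and shXPC with shERCC5 gave 0.758, 0.706 and 0.796. As Pearson's r, shXPA with shXPC and shERCC6, shXPC with shERCC5 and shERCC6 and shERCC5 with shERCC6 gave 0.804, 0.573, 0.839, 0.638 and 0.713. Over genes past q in either line shERCC5 with shERCC6 gave 0.694. With a pseudocount of 0.1 and no filter, shXPA with shXPC and shERCC5, shXPC with shERCC5, shERCC4 with shERCC6 and shERCC5 with shERCC6 gave 0.727, 0.687, 0.764, 0.673 and 0.638. The smallest held-out score difference was 1.46 without a filter, 1.4 with a filter of 5 TPM, 1.55 with median-of-ratios scaling and 1.53 with quantile normalization.

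Leaving out 1 library gave 6780 to 7046 genes in shXPA, 7486 to 8149 in shXPC, 4737 to 6479 in shERCC4, 5991 to 6304 in shERCC5 and 3930 to 4359 in shERCC6, 1787 to 1909 core genes and 93 to 96 lists. With another line as the reference the ranges were 555 to 676 (shXPA), 184 to 318 (shXPC), 155 to 349 (shERCC4, 349 without its replicate 3), 68 to 94 (shERCC5) and 74 to 96 (shERCC6). The score difference was 2.3 to 2.63, and the smallest held-out difference 1.35 to 1.57. Correlations were 0.759 to 0.798 (shXPA and shXPC), 0.547 to 0.654 (shXPA and shERCC4), 0.714 to 0.75 (shXPA and shERCC5), 0.486 to 0.533 (shXPA and shERCC6), 0.563 to 0.652 (shXPC and shERCC4), 0.8 to 0.834 (shXPC and shERCC5), 0.581 to 0.628 (shXPC and shERCC6), 0.623 to 0.707 (shERCC4 and shERCC5), 0.681 to 0.739 (shERCC4 and shERCC6) and 0.655 to 0.7 (shERCC5 and shERCC6). XPA in shXPA lay between -0.617 and -0.438, with a q of at most 0.0184.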

Differences from the paper's values

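The pseudocount of 0.1 without a filter and the thresholds of log2 1.5 were chosen after the values were seen, while the other alternatives were planned. The paper's signature holds 105 genes at a fold above 1.5 and a false discovery rate under 0.05 in all 5 lines, and 1890 genes passed these thresholds here. None of the alternatives set before the data were examined came within 1.5 times of the paper's 105 genes, and they gave 352 to 2045 core genes. The fold changes of Table S1 are on the log2 scale, since across its 105 genes they follow the mean log2 fold change of log2(TPM + 0.1) with a Pearson's r of 0.9991 and, for the 101 with a finite linear fold, the mean linear fold with an r of 0.439, and their smallest absolute value is 1.7175. With a threshold of log2 1.5, chosen after seeing these values, 192 genes passed and 30 of the paper's 105 were dropped. That threshold gave 290 genes and dropped 13 with a pseudocount of 0.1, 340 and 5 without a filter as well, 247 and 5 with unmoderated spread besides, and 180 and 53 with median-of-ratios scaling. With a pseudocount of 1 it gave 134 genes, within 1.5 times of the paper's count, and dropped 44.

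On the log2 scale, 6 of the paper's named Table S1 values differ from those here by more than the replicate SD. The paper's 6.17701 for LTF stands beside 4.41 here, the paper's 3.45094 for TNFRSF6B beside 3.20, the paper's 3.4293 for CFI beside 3.10 and the paper's 3.2543 for SAA4 beside 2.68. The paper's -4.66685 for MMP9 stands beside -2.97, and the paper's -3.98239 for S1PR3 beside -3.65. With a pseudocount of 0.1 all 6 fall within the replicate SD of the paper's values (6.31, 3.57, 3.38, 3.19, -4.59 and -3.91), and with a pseudocount of 1 all 6 differ.

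Of the correlations between lines, the paper's 0.77 in its text for the highest pair stands beside 0.82 for shXPC and shERCC5, and none of the alternatives reached it (0.79 to 0.853), while the paper's 0.51 for the lowest pair and the 0.51 here for shXPA and shERCC6 match. Read by eye in Fig. 2A, shXPA and shXPC have about 0.72 (0.784 here, reached by none) and shERCC5 and shERCC6 about 0.64 (0.678 here, reached by none, 0.651 to 0.713). In Fig. 2A shXPA and shERCC5 have about 0.69 (0.735 here, within the replicate SD of it at 0.705 with a pseudocount of 0.1), and shERCC4 and shERCC6 about 0.68 (0.716 here, within the replicate SD of it at 0.69 with a pseudocount of 0.1, 0.702 with median-of-ratios scaling, 0.704 with quantile normalization, and without shERCC4 replicate 2 or 3 or any 1 of the shERCC6 replicates). For these correlations the replicate SD is that over single libraries of the lines and leaves out the spread of shCTRL. A pseudocount of 0.1 with no filter, chosen after seeing these values, gave 0.764 for shXPC and shERCC5, 0.727 for shXPA and shXPC, 0.687 for shXPA and shERCC5, 0.673 for shERCC4 and shERCC6 and 0.638 for shERCC5 and shERCC6, and its core at log2 1.5 drops 5 of the paper's 105 genes.

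In Fig. 2D, read by eye, the mean dNER score is about -1.8 in shCTRL (-1.96 here, reached by none), about 0.48 in shXPA (0.470 here, 0.475 with a pseudocount of 1), about 0.42 in shERCC5 (0.499 here, reached by none) and about 0.04 in shERCC6 (0.109 here, 0.072 with a pseudocount of 0.1).

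The paper shows the depletion of the targeted genes by Western blot (Fig. 1A) and by RNA (Fig. 1B), and reports lower repair in all 5 lines (Fig. 1C). Only RNA was examined here, so these values do not bear on the protein or on repair. At the RNA level a fall against shCTRL held for all 5 genes from TPM as deposited, and 4 of 5 had their lowest level in their own line. XPA in shXPA lay under the fold threshold (log2 fold change -0.541). By limma it no longer passed the q threshold with median-of-ratios scaling (-0.204, q = 0.0611) or quantile normalization (-0.184, q = 0.0825). ERCC6 in shERCC6 ranked 4 of 6 from the lowest, with a log2 fold change of 0.08 (q = 0.306) against the mean of the other 4 dNER lines.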

Other observations

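The tests of the clone-named entries, of the scaled fall of ERCC6, of dividing cells and of shXPA as the sole carrier of a fall were chosen after the results were seen, while those of the 100 most abundant genes and of gene length were written before.

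For the mean of the 5 dNER lines against shCTRL, some lists of DNA repair genes held mostly falling members at both thresholds, but not in every line. Of 14 genes of NER gap filling and ligation 10 fell and 0 rose (median -0.90, camera adjusted p = 6.57e-04, adjusted p = 0.28 with an estimated correlation), or 6 with median-of-ratios scaling (median -0.53), among them PCNA, the sliding clamp of replication, at 232.8 TPM in shCTRL and 64.9 (shXPC) to 181 (shERCC6) TPM in the dNER lines, called in shXPA, shXPC and shERCC5. Of 26 genes of homologous recombination and Fanconi anaemia 16 fell and 0 rose (median -0.94, adjusted p = 0.00153, adjusted p = 0.334 with an estimated correlation), or 13 with median-of-ratios scaling (median -0.58). Neither list passed in shERCC4 (adjusted p = 0.0762 for gap filling and adjusted p = 0.192 for homologous recombination, and with an estimated correlation adjusted p = 0.61 and adjusted p = 0.706) or in shERCC6 (adjusted p = 0.318 and adjusted p = 0.369, and with an estimated correlation adjusted p = 0.766 and adjusted p = 0.793). BRCA1 fell in all 5 lines, from 27.5 TPM to between 2.96 (shXPA) and 17.2 (shERCC6) TPM, and BRCA2 from 9.13 TPM in all but shERCC6 (7.42 TPM, not called), while with median-of-ratios scaling the call of BRCA1 was lost in shERCC4 and shERCC6. Of 22 genes of mismatch and base excision repair 9 fell (median -0.43, adjusted p = 0.0255, adjusted p = 0.546 with an estimated correlation, and adjusted p = 0.177 scaled). Of 11 genes of NER damage recognition 4 fell (adjusted p = 0.088) and of 17 of the incision complex and TFIIH 4 fell (adjusted p = 0.213), with 0 rising in both, and the recognition list passed in shXPC (7 fell, adjusted p = 0.0379, adjusted p = 0.548 with an estimated correlation, and adjusted p = 0.256 scaled). Of 25 unfolded protein response genes 15 fell and 0 rose (median -0.97, adjusted p = 0.00314, adjusted p = 0.529 with an estimated correlation), or 13 and 2 with median-of-ratios scaling (median -0.60, adjusted p = 5.8e-04, adjusted p = 0.0474 with an estimated correlation), among them the chaperone gene CALR. Of 21 cholesterol synthesis genes 9 fell and 0 rose (median -0.46, adjusted p = 0.00316, adjusted p = 0.66 with an estimated correlation), but 3 with median-of-ratios scaling. Of these cholesterol genes 18 fell in shXPA (median -1.52, adjusted p = 2.05e-08, adjusted p = 0.323 with an estimated correlation), and besides shXPA the list passed in shERCC4 alone (adjusted p = 0.0218, adjusted p = 0.706 with an estimated correlation, and adjusted p = 0.29 scaled), while in shERCC6 1 rose and 1 fell (median -0.06) and the list passed as higher when scaled (adjusted p = 0.0124, adjusted p = 0.358 with an estimated correlation).

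Among the other lists, these did not pass for the mean of the 5 lines: interferon-stimulated genes (5 rose and 9 fell of 34, adjusted p = 0.0684, but 8 and 3 scaled), AHR targets (1 and 5 of 9, adjusted p = 0.0762, and 2 and 5 scaled), P-TEFb and elongation genes (0 and 8 of 27, adjusted p = 0.056, but 2 and 0 scaled), GSK3 and Wnt genes (4 and 9 of 20, adjusted p = 0.488, but 4 and 4 scaled), sphingolipid synthesis genes (3 and 11 of 26, adjusted p = 0.587, but 6 and 2 scaled), replication-dependent histone genes (1 and 7 of 14, adjusted p = 0.664, but 4 and 4 scaled), luminal breast cancer cell markers (1 and 2 of 7, adjusted p = 0.887), immune cell markers (1 and 3 of 6, adjusted p = 0.892) and mitochondrially encoded genes (0 and 1 of 13, adjusted p = 0.948). In single lines some of these lists passed: interferon-stimulated genes as higher in shXPC (11 rose and 9 fell, 17 and 3 scaled, adjusted p = 3.85e-04, adjusted p = 0.334 with an estimated correlation) and shERCC5 (10 and 8, 15 and 4 scaled, adjusted p = 0.00456, adjusted p = 0.474 with an estimated correlation), AHR targets as lower in shERCC5 (1 and 7, 1 and 6 scaled, adjusted p = 0.00423, adjusted p = 0.256 with an estimated correlation) and shXPC (1 and 7, 2 and 5 scaled, adjusted p = 0.0358, adjusted p = 0.365 with an estimated correlation), histone genes as lower in shERCC6 (1 and 7 under both, adjusted p = 0.0358, adjusted p = 0.256 with an estimated correlation) and mitochondrially encoded genes as higher in shXPA (2 and 0, 6 and 0 scaled, adjusted p = 0.0275, adjusted p = 0.686 with an estimated correlation). P-TEFb and elongation genes passed as lower in shXPC (0 and 15, adjusted p = 0.0281, adjusted p = 0.661 with an estimated correlation) and shERCC5 (1 and 12, adjusted p = 0.0309, adjusted p = 0.666 with an estimated correlation), but in neither when scaled (adjusted p = 0.255 and adjusted p = 0.203). Lists of fibroblast markers, endothelial markers and abundant small RNA genes had fewer than 5 tested members and were not tested. Of the genes the paper names in other experiments, ERCC1, ERCC8, CDK9 and MDM4 were called in none of the 5 lines, at 73.6, 8.53, 54.8 and 52.8 TPM in shCTRL. RAD23B, a partner of XPC, fell in shXPA, shXPC and shERCC5, CETN2, another partner, in shXPA and shXPC, and the kinases GSK3A in shXPC and shERCC4 and GSK3B in shXPA, shXPC and shERCC4. ERBB2, a receptor tyrosine kinase, stood at 41.5 TPM in shCTRL and 17.8 to 45.3 TPM in the dNER lines, and fell in shERCC4, shERCC5 and shERCC6. With median-of-ratios scaling RAD23B, CETN2 and GSK3A passed both thresholds in none of the 5 lines and GSK3B and ERBB2 in shERCC4 alone (log2 fold changes -0.69 and -0.77), while MDM4 rose in shXPA (0.76) and ERCC8, of transcription-coupled repair, in shERCC4 (0.59).

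More genes were lower than higher in the dNER lines (4691 and 1285 for the mean of the 5 lines, median of all genes -0.33). A larger share of TPM taken by both clone-named entries is argued against as the whole cause, since without them the median of the other genes was -0.261. Their part was larger in shERCC4, where CTD-2328D6.1 held 26.5% of replicate 1. There the median moved from -0.387 to -0.214 without them, with 1039 genes higher and 3220 lower in place of 717 and 5055. Most of it in the mean of the 5 lines went when the 100 genes of highest mean TPM over the 18 libraries were left out. The median of the other genes was then -0.092 (-0.158 to -0.014 by line), with 1979 genes higher and 2785 lower. In shERCC6 the larger part stayed (-0.236 with them, -0.135 without, 1416 higher and 2512 lower). Ranked within each library, the top 20 genes held 20.2% to 23.0% in shCTRL and 21.5% to 27.3% in dNER libraries other than shERCC4 replicate 1 (45.0%). Since 15 of the 18 libraries are dNER, the ranking over all of them favours genes high in the dNER lines. Part of the larger share of the 100 genes is thus built in, and their removal cannot decide the cause. A biological change, in which the dNER lines make more of abundant mRNA such as that of ribosomal proteins, may lie behind that share and was not tested apart from it. TPM without a reference of known amount cannot show whether the amount of RNA per cell changed.

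ERCC6 was lower in the 4 lines not aimed at it, at 38.6% to 47.2% of its shCTRL level. The shift of all genes in the deposited TPM is argued against as the whole cause, since with median-of-ratios scaling the smallest fall of ERCC6 among the 4 lines was still -0.63. A fall of long genes is argued against too, since 1608 tested genes within 25% of the length of ERCC6 had a median scaled log2 fold change of -0.064. A high level of ERCC6 in the single shCTRL line stays open, and no biological explanation was tested.

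YAP and TEAD targets were lower in all 5 dNER lines, and a candidate explanation is that fewer cells were dividing. It is argued against as the whole cause, since with median-of-ratios scaling the median of the YAP list in shERCC6 was 72.1% of that in shXPA, while that of the proliferation list was 9.88%. For the proliferation genes, a fall carried by shXPA alone is argued against, since the highest scaled median among the other 4 lines was -0.291 (shERCC6). Lower levels of proliferation genes may come from fewer dividing cells or from culture density at harvest, for which the libraries carry no measure.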
